# Extreme slow growth as alternative strategy to survive deep starvation in bacteria

**DOI:** 10.1038/s41467-019-08719-8

**Published:** 2019-02-21

**Authors:** Declan A. Gray, Gaurav Dugar, Pamela Gamba, Henrik Strahl, Martijs J. Jonker, Leendert W. Hamoen

## Abstract

Bacteria can become dormant or form spores when they are starved for nutrients. Here, we find that non-sporulating *Bacillus subtilis* cells can survive deep starvation conditions for many months. During this period, cells adopt an almost coccoid shape and become tolerant to antibiotics. Unexpectedly, these cells appear to be metabolically active and show a transcriptome profile very different from that of stationary phase cells. We show that these starved cells are not dormant but are growing and dividing, albeit with a doubling time close to 4 days. Very low nutrient levels, comparable to 10,000-fold diluted lysogeny broth (LB), are sufficient to sustain this growth. This extreme slow growth, which we propose to call ‘oligotrophic growth state’, provides an alternative strategy for *B. subtilis* to endure nutrient depletion and environmental stresses. Further work is warranted to test whether this state can be found in other bacterial species to survive deep starvation conditions.

## Abstract (web summary)

Bacteria can become dormant or form spores when starved for nutrients. Here, Gray et al. describe an alternative strategy, or ‘oligotrophic growth state’, showing that non-sporulating *Bacillus subtilis* cells can survive deep starvation conditions by adopting an almost coccoid shape and extremely low growth rates.

## Introduction

Bacteria encounter multiple environmental stresses during their life, including depletion of nutrients. Some genera, such as *Bacillus*, *Streptomycetes*, and *Clostridia*, have developed specialized cells, spores, to survive extended periods of nutrient depletion. These dormant spores contain a dehydrated cytoplasm encased in a highly protective multilayer spore coat, making them resistant to extreme environmental conditions^1^. However, the majority of bacterial species do not form spores but are nevertheless able to survive prolonged periods of nutrient starvation. For example, the fish pathogen *Flavobacterium columnare* remains viable after 14 days of incubation in pure water^2^. *Brucella suis*, the causative agent of swine brucellosis, can survive 6 weeks of incubation in a salt solution^3^, and *Escherichia coli* can withstand 260 days of incubation in river water^4^. It should be mentioned that in all these cases it was only a small fraction of the population that survived. Cells that are exposed to deep starvation conditions typically show morphological changes, e.g. coiling in the case of *F. columnare* cells^2^, and cell shrinkage in the case of *Micrococcus luteus* and *Staphylococcus aureus*^5,6^.

A recurring question is how dormant these long-term starved cells are. In contrast to bacterial spores, which are fully dormant, it is likely that starved non-sporulating cells have to maintain some basic cellular activities, such as the proton motive force, to remain viable. For example, *S. aureus* cells starved for 7 days showed some sensitivity toward chloramphenicol indicating ongoing translation^6^. On the other hand, *Mycobacterium tuberculosis* starved for 6 weeks tolerated extensive treatment with the RNA polymerase inhibitor rifampicin or the mycobacterial cell wall synthesis inhibitor isoniazid, suggesting a fully dormant state^7^.

The soil bacterium *Bacillus subtilis* forms dormant endospores upon prolonged nutrient starvation. Sporulation is a costly differentiation process in terms of time and energy, and cannot be reversed once the asymmetric sporulation septum has been formed^8,9^. That is why *B. subtilis* only initiates sporulation in a fraction of cells in a population^10^. This differentiation bifurcation is known as a bet-hedging strategy, as it enables the population to survive when starvation continues or to quickly respond when there is an influx of fresh nutrients^11,12^. However, this bifurcation raises the question what happens with the non-sporulating cells when the starvation period continues.

In this study we show that non-sporulating *B. subtilis* cells can survive for many months in pure water, and that they become tolerant to different stresses. Using cell biological techniques and a novel assay for growth, we were able to demonstrate that these cells are not dormant but instead are growing slowly. Transcriptome profiles of these cells differed substantially from exponentially growing and stationary phase cells, indicating that these cells undergo an alternative cellular adaptation process. We propose to call this the “oligotrophic growth state”. The advantage of this cellular differentiation over sporulation and whether oligotrophic growth is a common mechanism in bacteria to survive prolonged nutrient depletion are further discussed.

## Results

### Survival of non-sporulating *B. subtilis*

To facilitate the examination of non-sporulating *B. subtilis* cells, we made use of a sporulation-deficient mutant. Sporulation begins with phosphorylation of the response regulator Spo0A^13^. Since this transcription factor regulates many other stationary phase processes, including biofilm formation, genetic competence, and degradative enzyme production^14^, we left the *spo0A* gene intact and instead used a strain with an impaired *spoIIE* gene, which is one of the first essential sporulation genes induced by Spo0A, and is not required for other differentiation processes^15^. The ∆*spoIIE* strain was grown in Spizizen minimal medium (SMM) at 37 °C under continuous shaking. Samples were withdrawn at regular time intervals to determine viability by measuring colony-forming units (CFU). Unexpectedly, this non-sporulating strain not only survived several days without fresh nutrients, but even after 100 days the culture still contained some viable cells that formed colonies (Fig. 1a).

**Fig. 1:**
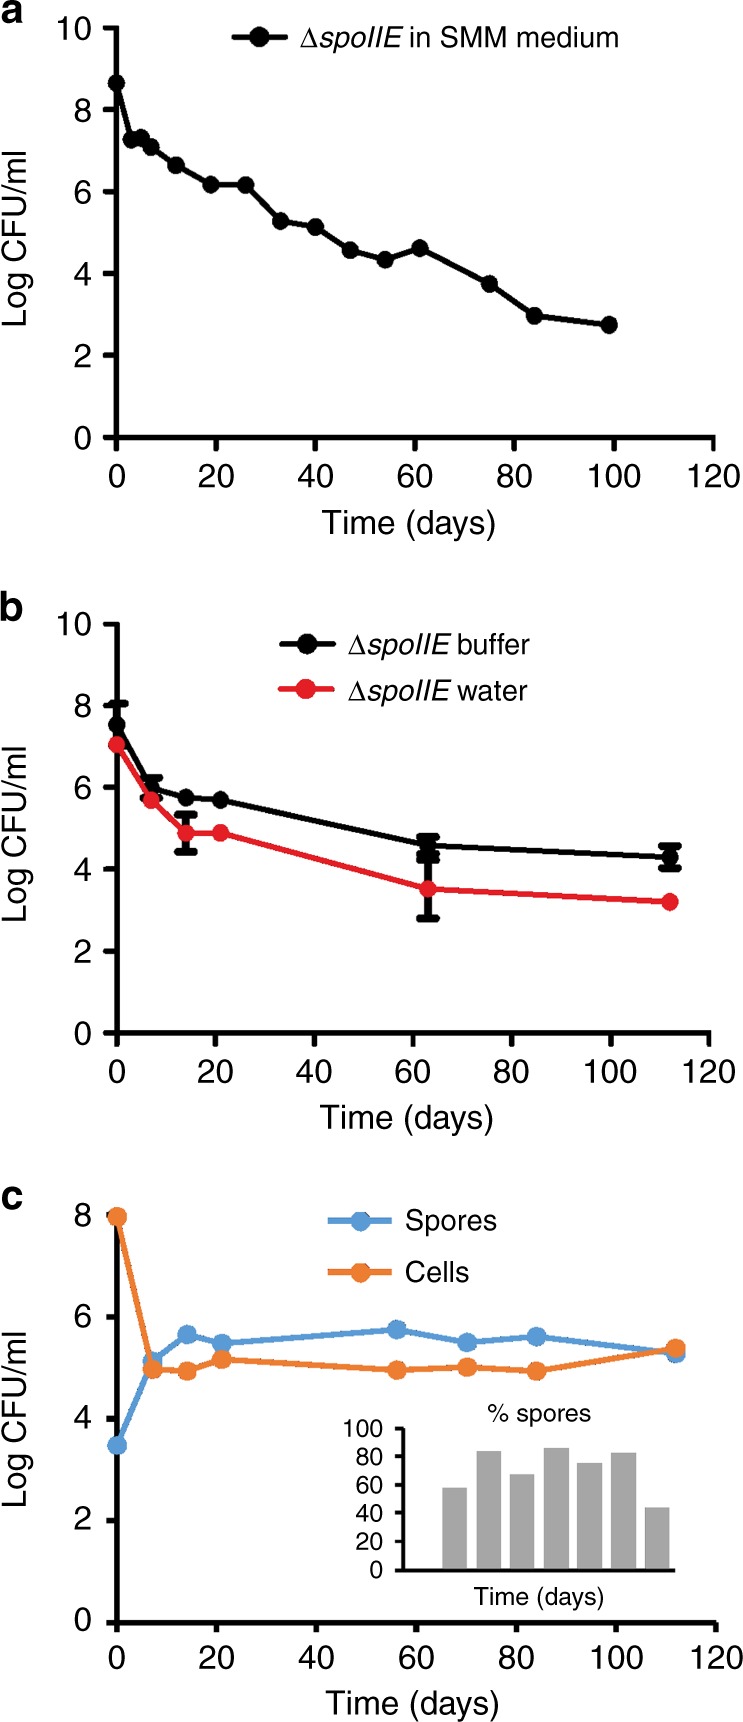
Long-term survival of non-sporulating *B. subtilis.* **a** Colony-forming units (CFU) of *B. subtilis* Δ*spoIIE* (strain DG001) incubated in Spizizen minimal medium (SMM). **b** CFU of Δ*spoIIE* cells that were first grown for 2 days in SMM, and subsequently filtered and incubated in either starvation buffer or water (=0 days time point). The CFU numbers of the first time point are therefore comparable to those of time point 2 days in graph (**a**). Averages and standard deviation from three independent experiments are depicted. The difference between the two graphs becomes significant after day 7 (*p* < 0.05, unpaired two-tailed *t*-test). **c** CFU of spores and cells in a wild-type *B. subtilis* culture (strain BSB1) incubated in starvation buffer. The percentage of spores is indicated in the bar diagram. Results of two replicate experiments are shown in Supplementary Figure 2A. See Methods for details on growth and starvation conditions

In the stationary growth phase unused amino acids are left in the medium and substantial levels of overflow metabolites accumulate. Moreover, we observed a drop in optical density and in CFUs during the first 2 days of starvation (Fig. 1a), suggesting a release of more nutrients. To be sure that these nutrients could not be used for further growth, cultures were filtered after 2 days of stationary growth and subsequently resuspended in a modified SMM lacking any carbon source, here called starvation buffer. This deep starvation procedure, schematically outlined in Supplementary Figure 1, was used in all further experiments. In this starvation buffer, deprived of any nutrients, non-sporulating *B. subtilis* cells still survived for more than 100 days (Fig. 1b). The pH remained stable for at least the first 14 days, which is not surprising considering the presence of 100 mM phosphate buffer. However, even when cells were resuspended in pure water they also survived, although with lower CFU counts (Fig. 1b). Clearly, *B. subtilis* cells can survive prolonged nutrient starvation conditions without having to resort to sporulation.

To confirm that non-sporulating *B. subtilis* cells are also present in wild-type populations under deep starvation conditions, the number of sporulating and non-sporulating cells was monitored in a wild-type *B. subtilis* culture. As shown in Fig. 1c, eventually most cells sporulated, however, a substantial fraction of the population (~20–30%) comprised non-sporulating cells, even after more than 100 days of deep starvation. For the first 14 days of starvation, this was confirmed by counting spores and non-sporulating cells by phase contrast microscopy (Supplementary Figure 2B). Comparable results were found when a wild-type culture was resuspended into pure water (Supplementary Figure 2C).

*B. subtilis* spores can germinate spontaneously even when conditions are unfavorable for growth. It is assumed that by this mechanism spores can scout the environment^16^. To examine whether there is a germination-sporulation cycle during long starvation conditions, we measured the viable count of a mutant that is unable to germinate^17^. During the first 11 days of starvation, this strain followed the same reduction in viable counts as the non-sporulating ∆*spoIIE* strain. After that the viable count reduced approximately one more log-unit and stabilized around 10^4^ CFU ml^−1^ (Supplementary Figure 3). The extra reduction in viable counts after 11 days suggests that a fraction of the germination mutant formed spores. However, this reduction did not continue, at least for another 40 days (Supplementary Figure 3), indicating that *B. subtilis* does not use a continuous sporulation-germination cycle to survive long-term starvation. Thus, in contrast to the general assumption, *B. subtilis* does not necessarily have to sporulate to survive long periods of nutrient starvation. For reasons of practicality, the rest of the starvation experiments were performed with the non-sporulating ∆*spoIIE* strain, and CFU measurements were limited to 14 days’ incubation in starvation buffer.

### Morphological changes

Morphological changes caused by long-term nutrient deprivation, primarily a reduction in cell size, have been observed for several bacterial species^2,5,6^. When a *B. subtilis* ∆*spoIIE* culture was filtered and incubated in starvation buffer, we noticed a 40% reduction in cell length over the first 2 days, and cells became almost coccoid (Fig. 2a, b). It should be mentioned that the time axis in Fig. 2b depicts the days of incubation in starvation buffer after filtration. Consequently, at time point day 0 cells have already undergone 2 days of stationary phase in the SMM.

**Fig. 2:**
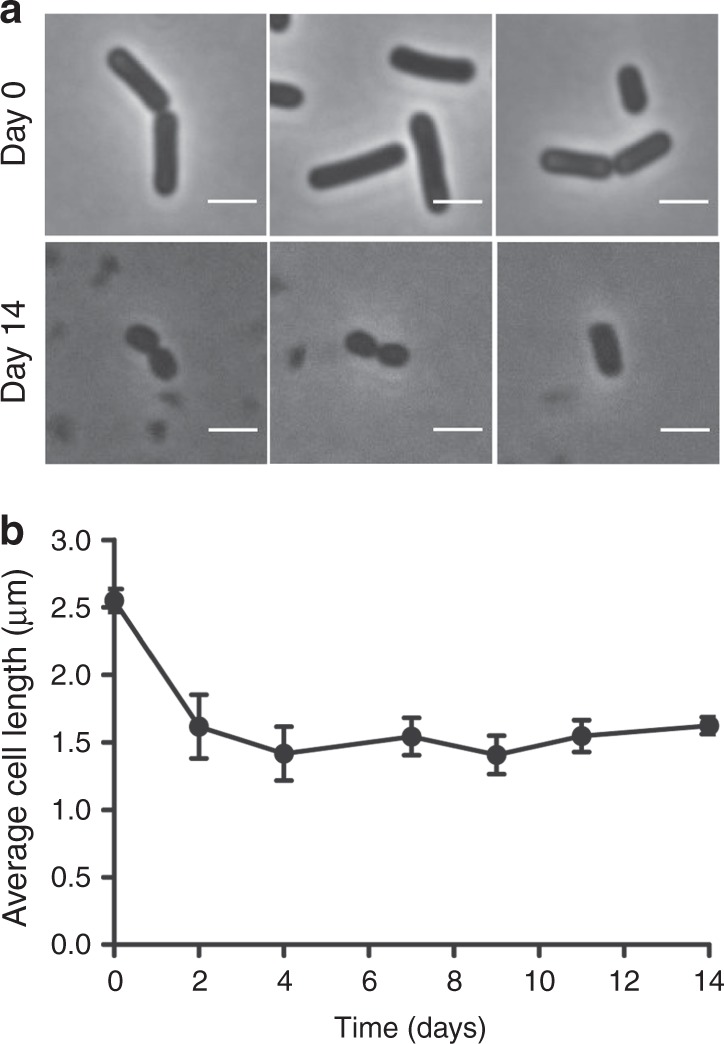
Cell length reduction during deep starvation. **a** Phase contrast images of *B. subtilis* Δ*spoIIE* cells in the beginning (day 0), and after 14 days of incubation in starvation buffer. Scale bar is 2 µm. **b** Average cell length. Average and standard deviation from three independent experiments are depicted. Approximately 100 cells were measured for every condition

### Antibiotic sensitivity

The reduction in cell length in the first 2 days of deep starvation suggested that the starved cells are still able to divide. After the cells became so short that they reached an almost coccoid shape, the cell length remained constant (Fig. 2b). This raised the question how metabolically active these small non-sporulating cells are when they have been incubated for up to 2 weeks in buffer lacking any nutrients. Previous studies used antibiotic sensitivity as an indication of metabolic activity in starved cells^6,18^. The addition of chloramphenicol to starved non-sporulating *B. subtilis* cells had no effect on survival (Fig. 3a). Ampicillin efficiently killed exponentially growing cells, but nutrient-starved cells were much more tolerant to this bactericidal antibiotic (Fig. 3b). A starvation period of 7 and 14 days also resulted in an increased tolerance to paraquat, an inducer of oxidative stress^19^ (Fig. 3c).

**Fig. 3:**
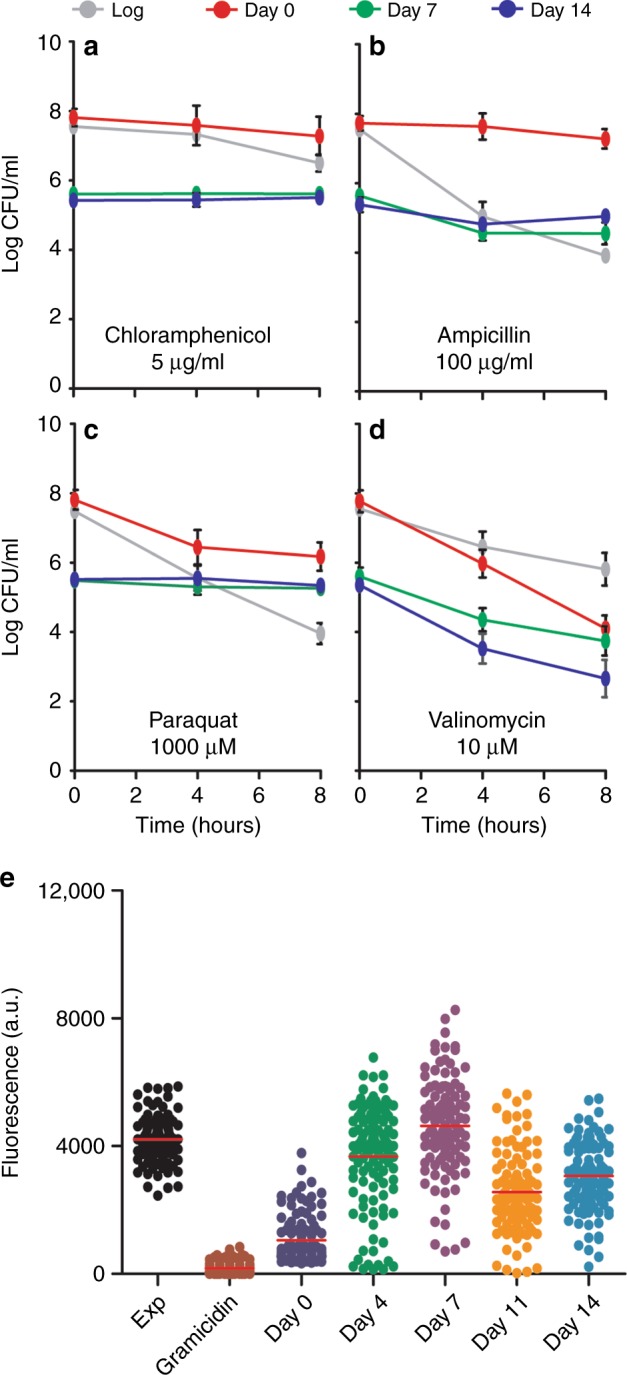
Antibiotic sensitivity under starvation conditions. Cultures of Δ*spoIIE* were set up in accordance with the starvation assay. Samples were taken from cultures at days 0, 7, and 14, and treated with either: **a** 5 µg ml^−1^ chloramphenicol, **b** 100 µg ml^−1^ ampicillin, **c** 1 mM paraquat, or **d** 10 µM valinomycin, for 8 h. As a control, exponential phase cells were treated in the same manner as the starvation samples (gray lines). Graphs show the average and standard deviation of three independent experiments. **e** Membrane potential levels of cells after 0, 4, 7, 11, and 14 days’ deep starvation. Relative membrane potential levels were determined based on the uptake of the membrane potential sensitive fluorescent dye 3,3′-dipropylthiadicarbocyanine iodide. As controls, membrane potential levels of exponentially growing cells (OD_600_ 0.2), and cells treated with the ionophore gramicidin ABC (10 µg ml^−1^) were determined. Fluorescence intensities of approximately 100 cells were quantified (median in red). Two biological replicates are presented in Supplementary Figure 4

These data suggested that the small coccoid-shaped *B. subtilis* cells are dormant. To test whether these cells still maintain a membrane potential, cells were treated with the membrane potential-dissipating ionophore valinomycin. This led to a clear decrease in CFUs (Fig. 3d). When we measured the membrane potential in individual cells using the voltage-sensitive dye 3,3′-dipropylthiadicarbocyanine iodide (DiSC_3_(5))^20^, deep-starved cells appeared to have a membrane potential levels almost comparable to those found in exponentially growing cells (Fig. 3e).

### Protein synthesis capacity

The presence of a membrane potential strongly suggests that the deep-starved cells are still metabolically active. To test whether these cells are capable of expressing proteins, an isopropyl β-d-1-thiogalactopyranoside (IPTG)-inducible green fluorescent protein (GFP) reporter fusion was introduced into the cells. Samples of 0-, 7-, and 14-day-starved cultures were taken and incubated with 1 mM IPTG for 4 h after which GFP levels were measured using fluorescence light microscopy. Surprisingly, 14-day-starved cells were expressing GFP, and in fact better than day 0 cells (Fig. 4). Apparently, the protein synthetic machinery is better adapted to starvation conditions after several days than at the onset of starvation.

**Fig. 4:**
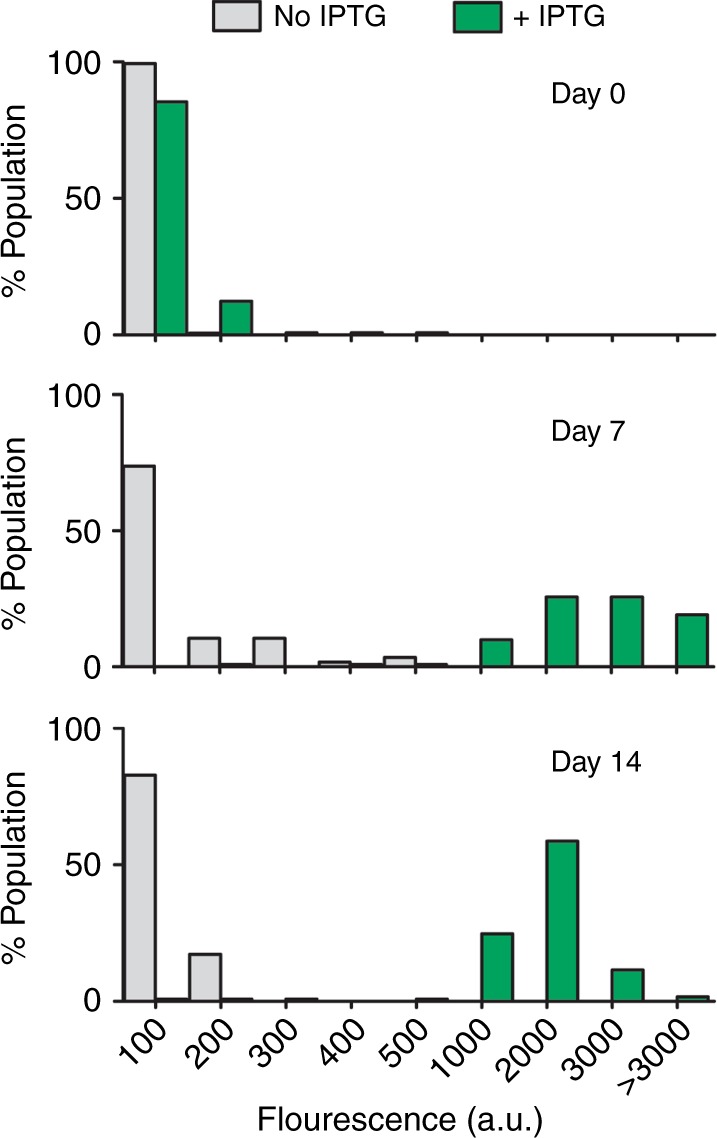
*gfp* expression capacity during deep starvation. *B. subtilis* strain Δ*spoIIE* containing an inducible green fluorescent protein (GFP) reporter (strain DG017, *amyE::Phyperspank-sfGFP*) was incubated in starvation buffer for 0, 7, and 14 days, followed by incubation in the presence or absence of 1 mM isopropyl β-d-1-thiogalactopyranoside (IPTG) for 4 h, after which cells were imaged by fluorescence light microscopy. The fluorescence of approximately 100 cells was quantified for each condition. Cells were binned based on their fluorescence intensities (arbitrary units), and the number of cells in each bin were plotted as histograms. Two biological replicates can be found in Supplementary Figure 5

To confirm that starved cells were metabolically active, we determined nascent peptide synthesis in individual cells by incubation with the amino-acid analog l-homopropargylglycine (L-HPG) for 18 h followed by fluorescent labeling with Alexa594 using click chemistry^21^. Alexa594 levels in individual cells was measured using fluorescence light microscopy and showed a clear accumulation of the fluorophore in 14- and 19-day-starved cells further incubated with L-HPG (Supplementary Figure 6A, B). Heat-inactivation (15 min 80 °C) or the addition of 200 μg ml^−1^ puromycin completely blocked the incorporation of L-HPG. Finally, we labeled nascent peptidoglycan using the fluorescent d-amino acids analog NBD-amino-d-alanine (NADA)^22^, and found that the cell wall of starved cells showed a clear fluorescence after 24 h incubation with NADA (Supplementary Figure 6C). Together, these data show that the surviving cells are still metabolically active despite 2 weeks of starvation.

### Transcriptome analysis

The small coccoid *B. subtilis* cells and classic stationary phase *B. subtilis* cells have in common that they show tolerance to antibiotics (e.g. Fig. 3, day 14 and day 0, respectively). This is not surprising since both types of cells are dealing with nutrient-limiting conditions that suppress growth. On the other hand, the small coccoid *B. subtilis* cells are capable of synthesizing high levels of protein (Fig. 4). 

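RNA was sequenced from 7 cultures of the Δ*spoIIE* strain, in which an early sporulation gene is disrupted. Of these, 3 cultures had been kept in starvation buffer for 14 days, 2 were harvested in stationary phase after 16 to 18 h and 2 in exponential phase at an optical density of 0.2. Every culture had a volume of 1 l and was collected on a filter of 90 mm. The methods give the filter pores as 0.22 µm and the sample labels give 0.45 µm. The authors deposited the number of reads that HTSeq counted on each of 4243 genes, without normalization. Total counts on genes were 4889906, 11328220 and 12682428 in 14-day-starved replicates 1, 2 and 3. They were 4009842 and 6096980 in the stationary phase cultures, and 16785702 and 14169919 in the exponential cultures. These counts were normalized here with edgeR's TMM method and tested with its quasi-likelihood test, with all 7 cultures in one model of the 3 conditions. The test covered the 3944 genes that passed edgeR's default filter on low counts, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called up- or downregulated when its fold change was at least 2 and its adjusted p was under 0.05. The spread between replicate cultures, as edgeR's common biological coefficient of variation, was 0.392.

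The disrupted gene, *spoIIE* (BSU00640), had reads in every culture, and the counts do not tell where in the gene they lie. Its counts were 285, 680 and 678 in 14-day-starved replicates 1, 2 and 3, 73 and 127 in stationary phase, and 76 and 66 in exponential phase. Scaled to libraries of 1000000 reads with the TMM factors (normalized CPM), its level was 39.3 ± 3.91 (SD, n = 3) after 14 days, 25.2 ± 1.76 (SD, n = 2) in stationary phase and 6.26 ± 0.281 (SD, n = 2) in exponential phase. The log2 fold change of *spoIIE* was 2.65 (standard error 0.316, adjusted p = 0.000401) against exponential cells and 0.64 (standard error 0.289, adjusted p = 0.104) against stationary phase cells. With libraries scaled to total counts in place of TMM, the latter was 1.55 (adjusted p = 0.00321 from edgeR), and *spoIIE* was called upregulated.

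The make-up of the 14-day-starved libraries differed from that of the other libraries by more than replicates differed among themselves. The 10 genes with the most counts took 12.9% ± 2.07 (SD, n = 3) of all counts after 14 days, 37.5% ± 1.54 (SD, n = 2) in stationary phase and 33.1% ± 2.07 (SD, n = 2) in exponential phase. The surfactin synthetase genes *srfAA*, *srfAB*, *srfAC* and *srfAD* alone held 2.08% ± 0.575 (SD, n = 3), 23.1% ± 0.613 (SD, n = 2) and 19.6% ± 1.49 (SD, n = 2) of the counts in these conditions. The TMM factors accordingly lay between 1.42 and 1.53 for the 14-day-starved cultures, and between 0.721 and 0.787 for the 4 other cultures.

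According to the sample labels, the cultures came from 2 experiments. Experiment 1 held 14-day-starved replicate 1 and both stationary phase cultures, and experiment 2 held 14-day-starved replicates 2 and 3 and both exponential cultures. The 14-day-starved cultures alone link the 2 experiments, with a single culture in experiment 1. Within experiment 2, 1071 genes were upregulated and 1043 downregulated after 14 days against exponential cells, beside 1047 and 989 with all cultures. Experiment 1 holds a single 14-day-starved culture, and within it only fold changes were computed, without a test. The labels also number the replicates. Once the mean of each condition was removed, the correlation across genes averaged 0.000650 over the 6 pairs of cultures with the same number and −0.000390 over the 10 pairs with different numbers. Genes are not independent replicates, and the deviations of 2 cultures of one condition mirror each other. Single pairs with the same number ran from −0.150 to 0.123, so their small average cannot rule out pairing. With the replicate number as a block, 950 genes were upregulated and 985 downregulated against exponential cells, and 854 and 720 against stationary phase cells.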

To examine whether deep-starved *B. subtilis* cells differ from stationary phase cells, we performed an RNA-sequencing experiment to compare the transcriptome profiles of both cell types. To obtain sufficient cells after 14 days, a 1 l culture was used as starting material. For the comparison with stationary growth phase cells, a culture was grown in SMM and incubated overnight. The transcriptome profile of an exponentially growing culture was also included in the analysis. As shown in Fig. 5a, a principal component analysis indicated that the 14-day-starved cells differ substantially from both stationary phase and exponentially growing cells. This is also illustrated by a heat map of the transcriptome profiles (Fig. 5b). 

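The principal component analysis was repeated on variance stabilized counts of the 3944 genes past the filter, with each gene centred and not scaled. The first component held 56.5% of the variance and the second held 28.4%. Scores on the first component were −64.8, −79.7 and −70.3 for 14-day-starved replicates 1, 2 and 3, 44.5 and 43.4 for the stationary phase cultures, and 60.4 and 66.4 for the exponential cultures. On the second component the 14-day-starved cultures had scores of −1.73, 9.63 and 9.36. The stationary phase cultures had −59.7 and −64.9 there, and the exponential cultures 56.7 and 50.7. The 14-day-starved culture of experiment 1 thus lay with those of experiment 2 on the first component, and not with the stationary phase cultures of its own experiment.

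Of the summed squared distance between the 7 cultures, 84.4% lay between the 3 conditions. No other way to part the cultures into groups of 3, 2 and 2 gave as much, and the next reached 66.4% (exact permutation test, one-sided, p = 0.00952, the smallest that the 105 partitions allow). The stationary phase and exponential cultures came from different experiments. The share that lies between these conditions therefore cannot be told apart from a difference between experiments. Pearson correlations of log2 CPM across genes were 0.922 to 0.986 between cultures of the same condition and 0.706 to 0.863 between cultures of different conditions. Scaling each gene to unit variance lowered the share between conditions to 76.1% (the next partition reached 61.3%) and the first component to 45.9% of the variance, and without the filter the share was 82.6%. With 14-day-starved replicate 1, 2 or 3 left out, it was 89.5%, 86.7% or 87.9%. The 15 partitions then left allow no exact permutation p below 0.0667, which each of these reached.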

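Averaged over the replicates of each condition, 37.4% of the 3944 genes had their highest variance stabilized value in the 14-day-starved cells and 33.9% had their lowest. In the other 28.7% of genes the average of the 14-day-starved cells lay between the other two. The highest average was in exponential cells for 33.0% of the genes and in stationary phase cells for 29.6%. These shares count every gene, however small its difference between conditions, and they carry no test.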

One hundred-sixty-five genes were at least twofold upregulated in the 14-day-starved culture when compared to the exponentially culture, and 145 genes were at least twofold upregulated in the 14-day-starved cultures when compared to the stationary phase cultures (Fig. 5c). 

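In the edgeR test, 1047 genes (26.5% of the 3944 tested) were at least 2-fold upregulated after 14 days against exponential cells, and 989 genes (25.1%) were downregulated. Against stationary phase cells, 979 genes (24.8%) were upregulated and 753 (19.1%) downregulated. Ratios of the mean log2(count + 0.5) of the conditions, an alternative chosen after the data were examined, moved these numbers to 157 and 66 against exponential cells and to 144 and 41 against stationary phase cells. When libraries were scaled to their total counts in place of TMM, 1878 genes were up- and 508 downregulated against exponential cells, and 1857 and 336 against stationary phase cells. With DESeq2 in place of edgeR the numbers were 1088 and 1038 against exponential cells, and 957 and 854 against stationary phase cells. The experiment as a block gave 1102 and 1048 against exponential cells, a comparison that then rests on the cultures of experiment 2. Against stationary phase cells that block leaves a single 14-day-starved culture, the one of experiment 1, so no numbers are given. When each 14-day-starved culture was left out in turn, between 998 and 1109 genes were upregulated against exponential cells and between 897 and 1039 against stationary phase cells. A test against a fold change of 2, in place of no change, left 695 and 584 upregulated genes.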

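In both comparisons 563 genes (14.3% of those tested) were upregulated. Of the 30 upregulated genes of Table 1, 27 were found in the count files by their names, and 25 of these passed the filter on low counts. All 25, which the paper chose from these same cultures, were called upregulated in both comparisons, so this is a repeat and not independent evidence. Their log2 fold changes ran from 1.81 to 9.25 against exponential cells, with a median of 5.39, and from 3.16 to 12.98 against stationary phase cells, with a median of 5.79. A further 538 genes outside Table 1, by their names in the count files, were called upregulated in both comparisons. Other names of the Table 1 genes that were not found were not searched for, so the 538 may include some of them.

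**Figure D1:**
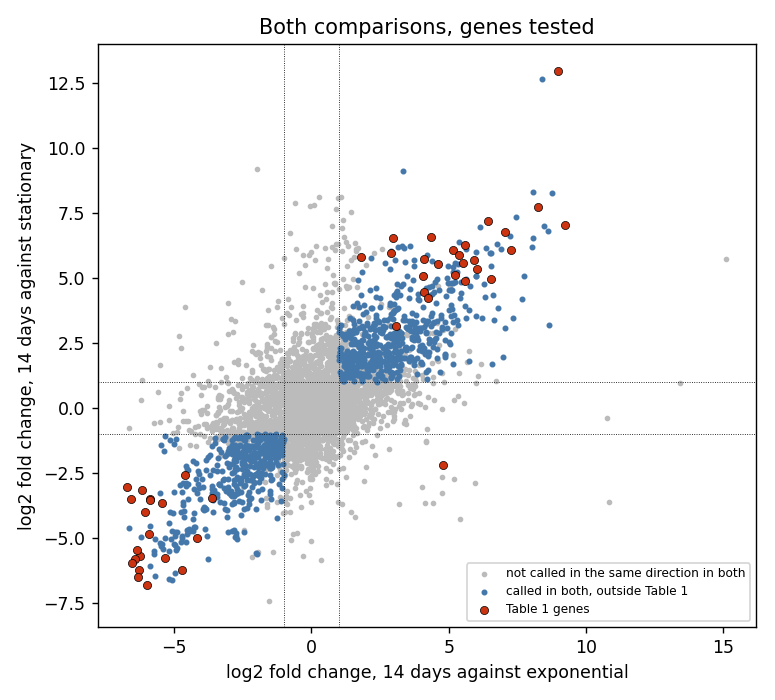
Log2 fold change of each tested gene after 14 days against exponential cells (horizontal axis) and against stationary phase cells (vertical axis), with dotted lines at a fold change of 2. Table 1 genes are large red points, the 538 upregulated and 437 downregulated genes called in both comparisons outside Table 1 are blue, and the other genes are grey.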

Thirty of these genes were only upregulated in the 14-day-old cells (Table 1). The majority of these genes are involved in nutrient acquisition (*araE*, *exuT*, *rbsC*, *rbsD*, and *rhiF*) and utilization (*acoABC*, *araBDLNPQ*, *ganB*, *hutH*, *manA*, *uxaC*, and *uxuA*). 

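Of the 19 uptake and utilization genes named here, 18 were found by name in the count files, all but *rhiF*. Each of the 18 was called upregulated in both comparisons, with every 14-day-starved culture above the 4 other cultures. As genes of Table 1 they had been chosen from these same cultures, so this is not independent evidence. Log2 fold changes lay between 3.08 and 9.25 against exponential cells and between 3.16 and 12.98 against stationary phase cells. The largest adjusted p was 0.00319 in the first comparison and 0.0108 in the second. The acetoin dehydrogenase gene *acoA* (BSU08060) had log2 fold changes of 8.99 against exponential cells (standard error 0.803, adjusted p = 0.000207) and 12.98 against stationary phase cells (standard error 1.22, adjusted p = 0.000449). Its normalized CPM were 96.9 ± 40.8 (SD, n = 3) after 14 days and 0.187 ± 0.151 (SD, n = 2) in exponential phase. No *acoA* read was counted in stationary phase, where 3 counts would correspond to 0.985 and 0.625 normalized CPM in replicates 1 and 2, so the size of that fold change rests on the floor of the test. The ribose transporter gene *rbsC* (BSU35950) had log2 fold changes of 9.25 against exponential cells (standard error 0.694, adjusted p = 0.000109) and 7.02 against stationary phase cells (standard error 0.628, adjusted p = 0.000257), and 993 ± 193 (SD, n = 3) normalized CPM after 14 days. The arabinose transporter gene *araE* (BSU33960) had log2 fold changes of 4.26 against exponential cells (standard error 0.763, adjusted p = 0.00235) and 4.23 against stationary phase cells (standard error 0.812, adjusted p = 0.00432). The smallest changes in both comparisons were those of *manA* (BSU12020), with counts of 16, 37 and 46 after 14 days, 0 and 2 in stationary phase, and 3 and 3 in exponential phase. With DESeq2 and the experiment as a block, which leaves a single 14-day-starved culture against stationary phase, *manA* had a log2 fold change of 3.11.

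Of the 10 genes named *ara*, 9 were called upregulated in both comparisons, as were 5 of 5 *aco* genes and 6 of 6 *rbs* genes. The exception was *araR* (BSU33970), with log2 fold changes of −0.42 against exponential cells (adjusted p = 0.253) and 1.79 against stationary phase cells (adjusted p = 0.00368).

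**Figure D2:**
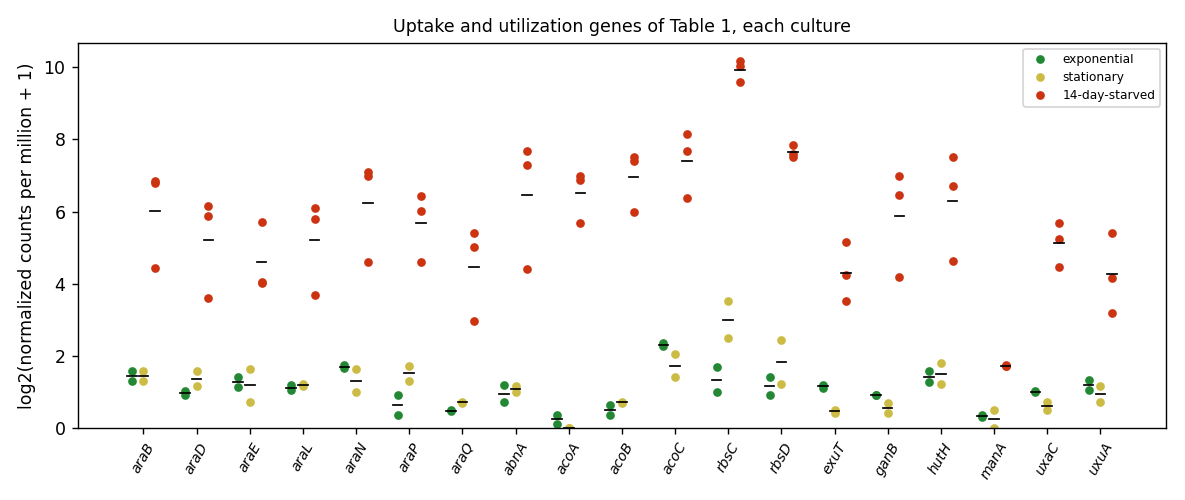
Normalized CPM of uptake and utilization genes of Table 1, with 1 added and on a log2 axis, one point per culture and a black line at the mean of each condition. The 14-day-starved cultures lie between 1.72 and 10.17 on this scale, the exponential cultures between 0.11 and 2.35, and the stationary phase cultures between 0 and 3.51.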

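Downregulation in both comparisons was found for 457 genes (11.6% of those tested). All 21 downregulated genes of Table 1 were found by name and passed the filter on low counts, and 20 of them were called downregulated in both comparisons. The median log2 fold change of the 21 genes was −6.00 against exponential cells and −4.85 against stationary phase cells. Outside Table 1, 437 genes were called downregulated in both comparisons. There were also 79 genes called in opposite directions, upregulated in one comparison and downregulated in the other.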

Twenty-one genes were uniquely downregulated in the 14-day-old cells compared to both the exponential and stationary phase cells (Fig. 5c). The majority of these genes are involved in biofilm formation (*bioI*, *epsD*, *epsI*, *epsJ*, *epsL*, and *tasA*) or competence development (*comC*, *comGC*, *comGD*, *comGE*, *comGF*, and *comGG*) (Table 1).

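All 12 genes named here were called downregulated in both comparisons, with every 14-day-starved culture below the 4 other cultures. They too had been chosen from these same cultures, so the calls are not independent evidence. For the 6 genes given for biofilm formation, log2 fold changes lay between −6.70 and −5.45 against exponential cells. Against stationary phase cells they lay between −4.85 and −3.04. The −4.85 was that of *bioI*, which Table 1 lists under biosynthesis of biotin, and without it the largest fall was −3.67, in *epsL*. For the 6 competence genes log2 fold changes lay between −6.56 and −4.73 against exponential cells, and between −6.83 and −3.52 against stationary phase cells. The matrix protein gene *tasA* (BSU24620) had log2 fold changes of −6.70 against exponential cells (standard error 0.540, adjusted p = 0.000109) and −3.04 against stationary phase cells (standard error 0.586, adjusted p = 0.00435). Its counts were 2, 5 and 5 after 14 days and 4 and 16 in stationary phase. Its 14-day level of 0.285 ± 0.0267 (SD, n = 3) normalized CPM and its change against stationary phase thus rest on few reads. The gene *comGC* (BSU24710) of the DNA uptake machinery had log2 fold changes of −6.00 against exponential cells (standard error 0.599, adjusted p = 0.000189) and −6.83 against stationary phase cells (standard error 0.616, adjusted p = 0.000261). In exponential phase *comGC* was at 49.2 ± 37.5 (SD, n = 2) normalized CPM, a wide spread between the 2 cultures.

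All 15 *eps* genes were called downregulated against exponential cells, with log2 fold changes from −6.17 to −2.91. In the comparison to stationary phase their log2 fold changes ran from −3.67 to −0.11, and 8 of the 15 were called downregulated in both comparisons. The changes closest to none were those of *epsB* (−0.11, standard error 0.715, adjusted p = 0.910) and *epsF* (−0.14, standard error 0.604, adjusted p = 0.864). Their stationary phase counts were 2 and 6 for *epsB* and 1 and 4 for *epsF*, too few reads to show that a change was absent. All 7 *comG* genes were called downregulated in both comparisons.

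**Figure D3:**
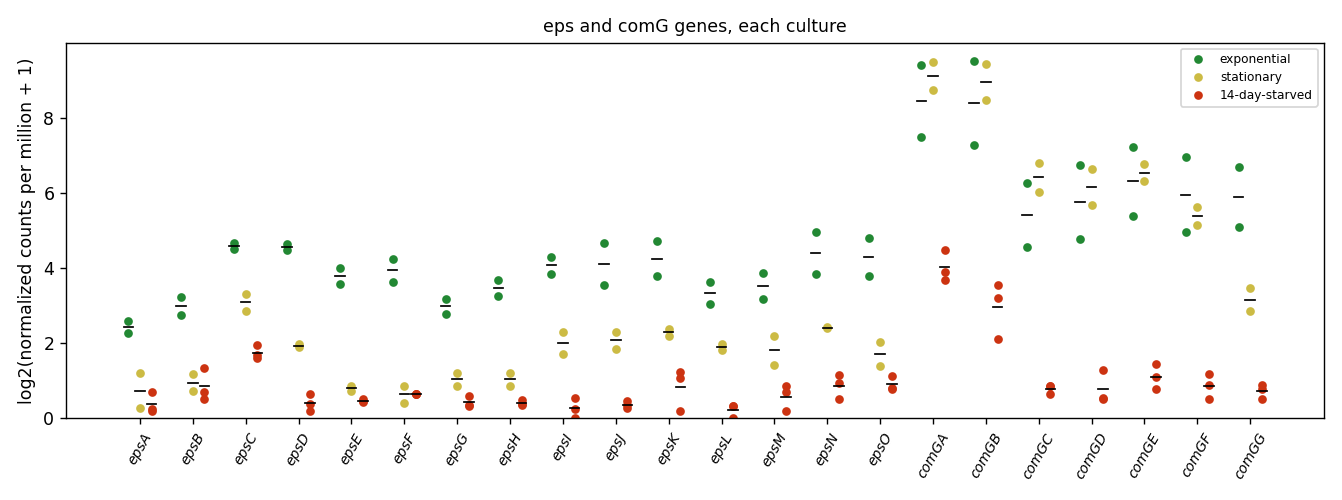
Normalized CPM of the *eps* and *comG* genes, with 1 added and on a log2 axis, one point per culture and a black line at the mean of each condition. The 14-day-starved cultures lie between 0 and 4.49 on this scale, the exponential cultures between 2.27 and 9.51, and the stationary phase cultures between 0.27 and 9.49.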

**Fig. 5:**
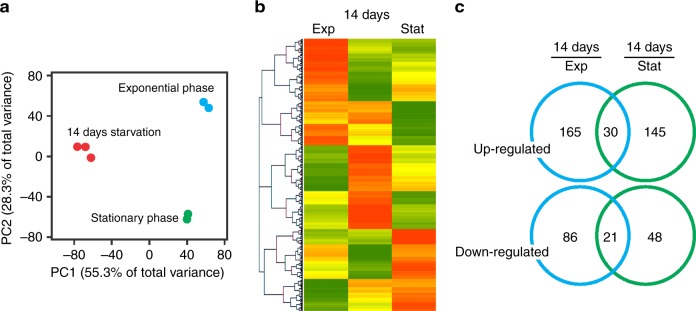
Transcriptome comparison. Transcriptomes (RNA-seq) of *B. subtilis* ∆*spoIIE* were analyzed for cells incubated 14 days in starvation buffer (in triplicate), and for cells grown in Spizizen minimal medium (SMM) and harvested in exponential or stationary growth phase, respectively (each in duplicate). **a** Principal component analysis plot of the different samples. Samples were plotted against the first two principal components calculated from the gene expression values. The axes labels indicate percentage of total variance that is explained by each component. **b** Heat map of the averaged transcriptome profiles. Expression levels were transformed to *Z*-scores. Green indicates low expression (*Z*-score = −3.5), yellow indicates average expression (*Z*-score = 0), and red indicates high expression (*Z*-score = +3). **c** Venn diagram indicating the number of upregulated and downregulated genes in 14-day-starved cells compared to exponential growth phase cells (left) and stationary growth phase cells (right). Strain used: *B. subtilis* PG344 (*spoIIE::erm*)

**Table 1:** Up- and downregulated genes in 14-day-starved cells

Gene	Function	Fold upregulation 14 days/exp	Fold upregulation 14 days/stat
*abnA*	Arabinan degradation	3.1	2.6
*acoA*, *acoB*, *acoC*	Acetoin utilization	8.5, 4.8, 2.0	12.7, 3.4, 2.3
*araB*, *araD*, *araL*, *araN*, *araP*, *araQ*	Arabinose utilization	2.3, 2.6, 2.4, 2.1, 3.6, 3.6	2.2, 2.0, 2.2, 2.3, 2.1, 2.5
*araE*	Uptake of arabinose, galactose, and xylose	2.1	2.0
*cwlT*	Conjugative transfer of ICEBs1	2.5	2.2
*czcD*	Cation efflux, resistance against Zn, Cu, Co, Ni	2.6	2.7
*exuT*	Hexuronate uptake	2.1	3.1
*ganB*	Galactan utilization	2.9	3.4
*hutH*	Histidine utilization	2.4	2.2
*manA*	Mannose utilization	2.7	2.2
*mmgB*	Mother cell metabolism	32.5	4.4
*nicK*	Conjugation of ICE BS1	4.7	3.9
*rbsC*, *rbsD*	Ribose uptake	3.5, 3.1	2.1, 2.3
*rhiF*	Uptake of rhamnose oligosaccharides	2.5	4.3
*sigV*	Resistance to lytic enzymes	2.8	3.6
*uxaC*, *uxuA*	Hexuronate utilization	2.5, 2.0	3.0, 2.1
*ydfQ*	Unknown	2.2	3.5
*ydfR*	Unknown	19.7	2.7
*ydzR*	Unknown	4.3	3.6
*yezD*	Unknown	3.4	4.1
*yisJ*	Unknown	17.2	3.0
		**Fold downregulation 14 days/exp**	**Fold downregulation 14 days/stat**
*bioI*	Biosynthesis of biotin	−2.3	−2.1
*comC*	Genetic competence	−2.4	−3.0
*comGC*, *comGD*, *comGE*, *comGF*, *comGG*	Genetic competence	−3.1, −3.3, −2.8, −3.1, −3.4	−3.5, −3.5, −2.9, −3.0, −2.4
*coxA*	Resistance of the spore	−2.7	−2.1
*epsD*, *epsI*, *epsJ*, *epsL*	Biofilm formation	−4.6, −8.1, −4.6, 8.4	−2.8, −4.5, −3.1, −5.0
*nadA*, *nadC*	NAD biosynthesis	−2.1, −2.4	−2.0, −2.3
*rtpA*	Regulation of tryptophan biosynthesis	−4.2	−2.6
*tasA*	Biofilm formation	−5.1	−2.7
*thiS*	Biosynthesis of thiamine	−3.5	−3.5
*thiU*	Thiamine uptake	−2.2	−2.2
*yckD*	Unknown	−3.9	−2.4
*ywcJ*	Unknown	−2.0	−2.3
*ywpE*	Unknown	−23.6	−8.3

The transcriptome profile of 14-day-starved cells was compared to those of exponential phase and stationary phase cells. 

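Of the 51 genes of Table 1, 48 were found by name in the count files. The names *cwlT*, *nicK* and *rhiF* were not among them and were not analysed here. The genes *ydfR* (BSU05530) and *yisJ* (BSU10740) were below the filter on low counts, with at most 10 and 11 counts in any culture. Without the filter, *ydfR* had log2 fold changes of 2.94 against exponential cells (adjusted p = 0.0528) and 5.19 against stationary phase cells (adjusted p = 0.0904). Those of *yisJ* were 3.15 (adjusted p = 0.0396) and 5.41 (adjusted p = 0.0733). Of the 46 genes tested, 45 were called in both comparisons in the direction of the table, and in these 45 genes every 14-day-starved culture lay outside the range of the 4 other cultures. The table was chosen from these same cultures by a 2-fold change in both comparisons, so such a result was likely in advance.

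The largest count in any culture was under 25 for 5 of the tested genes, which were *mmgB*, *ydfQ*, *ydzR*, *yckD* and *ywpE*. The exception to the direction of the table was *yckD* (BSU03400). It had counts of 2, 3 and 9 after 14 days, 5 and 7 in stationary phase, and 0 and 0 in exponential phase. Its log2 fold change was 4.80 against exponential cells and −2.22 against stationary phase cells. Of the 46 genes, 6 had at least 10 counts in every culture, and all 6 were called in both comparisons when the test was limited to such genes. With the replicate number as a block, 41 of the 46 genes were called in both comparisons. The experiment as a block leaves a single 14-day-starved culture against stationary phase, so no number is given for it.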

Genes that showed at least a twofold up- or downregulation in both situations, with *p*-values lower than 0.05, are listed. Genes in an operon have been grouped together

### Growth and cell division

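Against stationary phase cells, 979 genes were upregulated and 753 downregulated among the 3944 genes tested. With the 14-day-starved cultures compared to the stationary phase cultures alone, without the exponential cultures in the model, the numbers were 750 and 731. In experiment 1, which held both stationary phase cultures, the single 14-day-starved culture differed from them on the first principal component by more than the 3 14-day-starved cultures differed among themselves. Its score was −64.8, beside 44.5 and 43.4 for the stationary phase cultures and −79.7 and −70.3 for the other 14-day-starved cultures.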

The transcriptome data indicated that the 14-day-starved cells differed substantially from stationary phase cells, and the DiSC_3_(5) assay (membrane potential) and GFP induction experiments suggested that 14-day-starved cells are metabolically active. Also cell division genes, such as *ftsZ*, *ftsA*, *ftsL*, *pbpB*, and *divIVA*, were not downregulated in the 14-day-old culture compared to the exponentially growing culture. This forced us to consider the possibility that these 14-day-starved coccoid *B. subtilis* cells are not dormant but are actually growing. 

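None of the 5 cell division genes was called downregulated after 14 days against exponential cells (0 of 5 with adjusted p-values and 0 of 5 with unadjusted p-values). The log2 fold change of *ftsZ* (BSU15290) was −0.51 (standard error 0.363, adjusted p = 0.265). For *ftsA* (BSU15280) it was 0.07 (standard error 0.400, adjusted p = 0.892), and for *ftsL* (BSU15150) 0.91 (standard error 0.292, adjusted p = 0.0290). For *pbpB* (BSU15160) it was −0.15 (standard error 0.327, adjusted p = 0.719), and for *divIVA* (BSU15420) 0.51 (standard error 0.315, adjusted p = 0.200). Normalized CPM of *ftsZ* were 1285 ± 490.4 (SD, n = 3) after 14 days and 1825 ± 19.0 (SD, n = 2) in exponential phase. Only *ftsL* differed from exponential cells with an adjusted p under 0.05, and its change was an increase below 2-fold.

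The values depend on the normalization. Scaled to total counts, the log2 fold changes were 0.48 for *ftsZ*, 1.06 for *ftsA*, 1.90 for *ftsL*, 0.84 for *pbpB* and 1.51 for *divIVA*, so that *ftsZ* and *pbpB* changed sign. With that scaling *ftsA*, *ftsL* and *divIVA* were called upregulated (adjusted p = 0.0488, 0.00104 and 0.00561 from edgeR). Without 14-day-starved replicate 3, *ftsL* was also called upregulated, at a log2 fold change of 1.01. With the experiment as a block, *ftsZ* fell by 0.86 on the log2 scale (adjusted p = 0.0401 from edgeR), which is below the 2-fold threshold, and *ftsA* had −0.20. In every alternative that made calls, 0 of the 5 genes were called downregulated. A call needs both a 2-fold change and a p under 0.05, which so few cultures can miss. For *ftsZ*, a log2 fold change of −0.51 with a standard error of 0.363 does not exclude a 2-fold fall. Without exponential replicate 1 or 2 only fold changes were computed. From the transcriptome, together with the membrane potential and GFP induction experiments, the paper considers the possibility that the 14-day-starved cells are growing and not dormant.

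**Figure D4:**
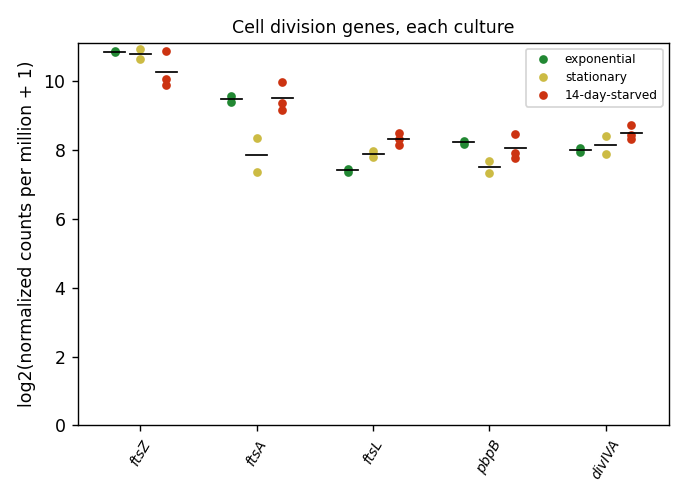
Normalized CPM of *ftsZ*, *ftsA*, *ftsL*, *pbpB* and *divIVA*, with 1 added and on a log2 axis, one point per culture and a black line at the mean of each condition. The 14-day-starved cultures lie between 7.77 and 10.85 on this scale, the exponential cultures between 7.36 and 10.85, and the stationary phase cultures between 7.31 and 10.91.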

As a first test we examined the localization of the cell division protein DivIVA in deep-starved cells using a DivIVA-GFP reporter fusion. DivIVA is involved in cell division regulation and accumulates at midcell when synthesis of the division septum creates a strong concave (inward) curvature of the cell membrane to which DivIVA specifically binds^23,24^. Microscopic images of cells that had undergone 14 days of deep starvation showed a clear fluorescence signal at midcell, suggesting that these cells were still actively dividing (Fig. 6a). When we counted these cells, the frequency of midcell localized DivIVA-GFP seemed to increase during the first 7 days of deep starvation (Fig. 6b).

**Fig. 6:**
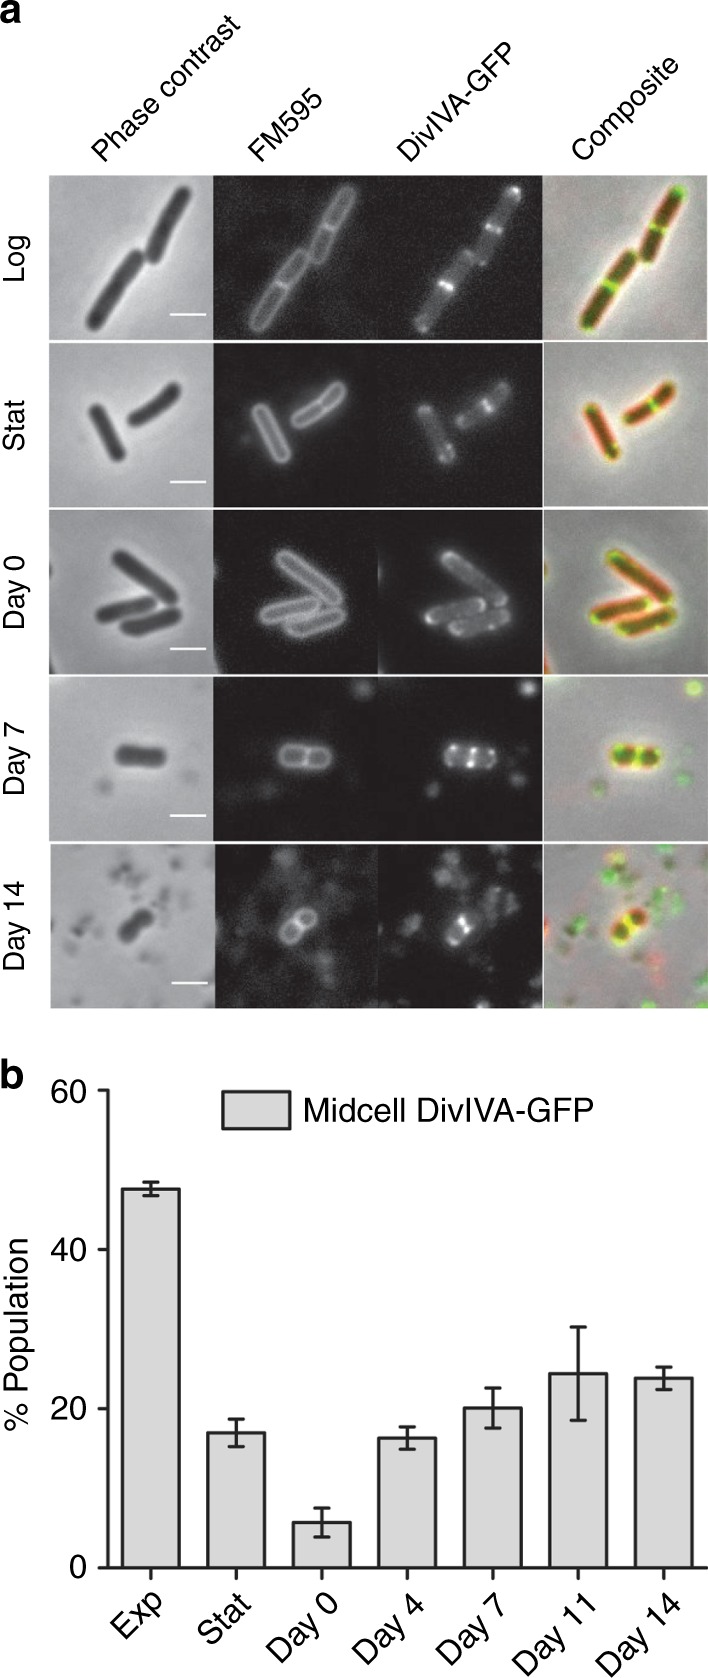
Presence of cell division sites. *B. subtilis* Δ*spoIIE* cells encoding *divIVA-gfp* reporter were incubated for 14 days in starvation buffer. **a** At different time intervals samples were taken for microscopic analysis. Cells were stained with the fluorescent membrane dye FM5–95. Scale bar is 2 µm. **b** To avoid bias, the captured phase contrast images were used to select approximately 100 cells per sample, and the number of cells containing a midcell DivIVA-GFP signal, indicative of cell division, were counted. As a control, the number of division sites present in both exponentially growing cells (OD_600_ ~0.2), and stationary growth phase cells (overnight) were determined. Bar diagram represents average and standard deviation of three independent experiments. Strain used: *B. subtilis* DG001 (*spoIIE::erm*, *divIVA:divIVA-GFP*(*cm*))

The presence of cell division proteins at midcell is no definitive proof for growth. To unequivocally determine whether long-term starvation resulted in dormant or in growing cells, we developed a new assay based on blocking cell division. The compound 3-methoxybenzamide (3-MBA) impairs polymerization of the key cell division protein FtsZ of *B. subtilis*, resulting in inhibition of cell division and consequently cell elongation^25^. In theory, this should reveal whether starved cells are either dormant or still growing. Samples were taken over a 14-day starvation period at regular time intervals and cells were incubated in the presence or absence of 3-MBA for 48 h. Cells were stained with the fluorescent membrane dye FM5-95 to facilitate cell length measurements (Fig. 7a). Consistent with the previous cell length measurements (Fig. 2), a reduction in cell length was observed for untreated day 0 samples after 48 h. As expected, this reduction was suppressed when cell division was blocked by 3-MBA. Interestingly, after 2 days of starvation the presence of 3-MBA resulted in a clear increase in cell length, and this was even the case for cells that were starved for 14 days (Fig. 7a, b). We also tested starved wild-type cells and found a similar result (Supplementary Figure 7A). 4′,6-diamidino-2-phenylindole staining of 3-MBA-treated cells showed that these elongated cells contained normal nucleoids (Supplementary Figure 7B), indicating that cell elongation is accompanied by chromosome replication. Importantly, when we tested an *ftsZ* mutant (G196S, N263K) that is resistant to 3-MBA^26^, no increase in cell length was observed (Supplementary Figure 7C). We must therefore conclude that deep starvation does not lead to dormant cells but to actively growing cells.

**Fig. 7:**
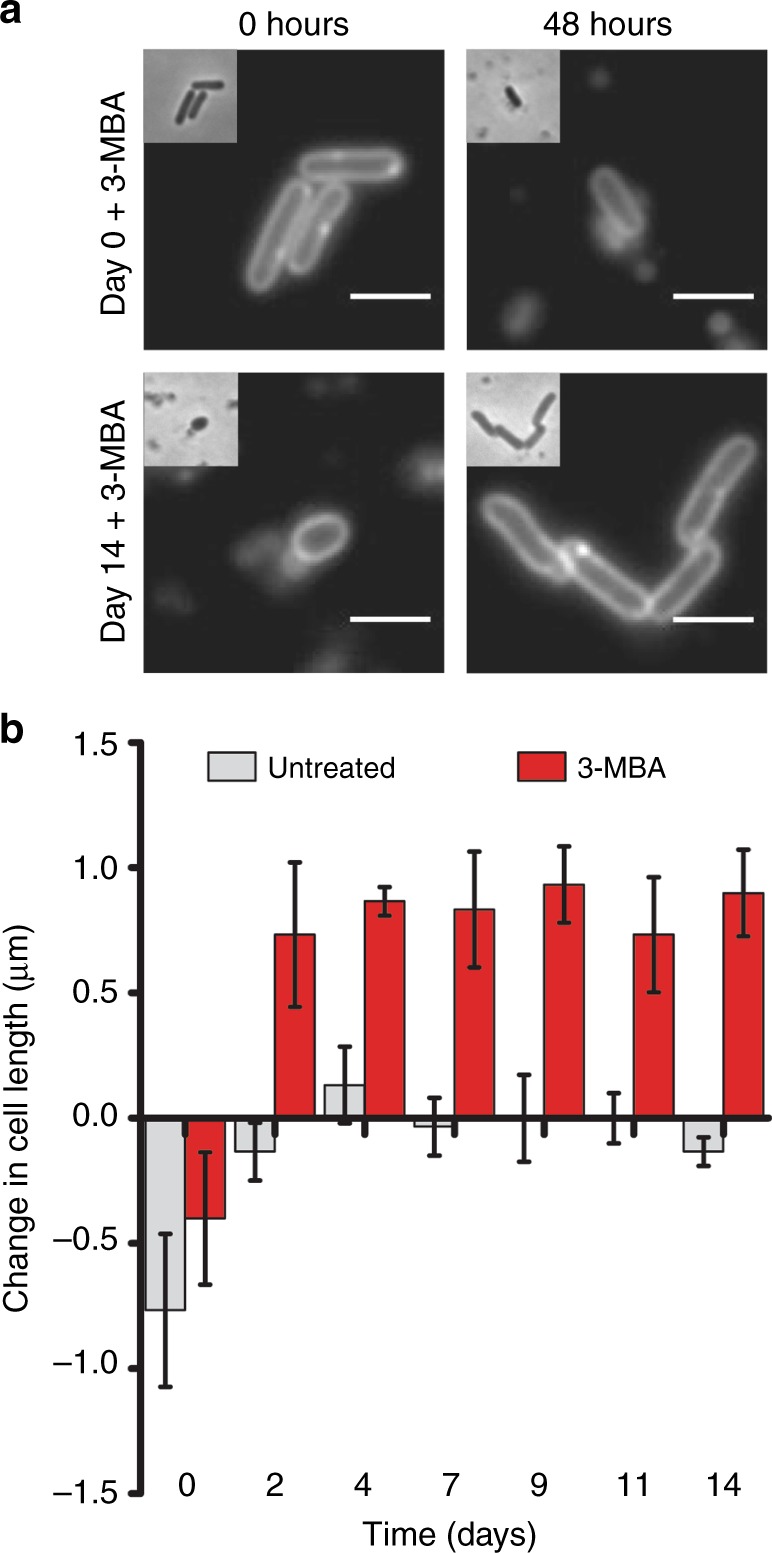
Cell growth under deep starvation conditions. *B. subtilis* Δ*spoIIE* cells (strain DG001) were incubated for 14 days in starvation buffer. At regular time intervals samples were withdrawn and incubated with the cell division inhibitor 3-methoxybenzamide (3-MBA) for 48 h. **a** Cells were stained with the fluorescent membrane dye FM5-95 in order to determine cell length before and after 3-BMA treatment. Scale bar is 2 µm. **b** Average change in cell length was calculated for approximately 100 individual cells for each time point. Bar diagram depicts the average and standard deviation of three independent experiments

With an average increase in cell length of 0.75 µm after 48 h incubation with 3-MBA (Fig. 7b), and an average cell length of ~1.5 µm (Fig. 2), the doubling time of these deep-starved *B. subtilis* cells is estimated to be approximately 4 days. Since these cells show such a distinct transcriptome profile and cell shape, and since they are still growing, we propose to call this the “oligotrophic growth state”.

### Nutrients

Oligotrophic growth implies the presence of small levels of nutrients in the starvation buffer. A likely source is the cells that lyse in the first days of incubation. To confirm this, 7-day-old cells were filtered and resuspended either in the filtrate or in fresh starvation buffer. As shown in Fig. 8a, resuspension in starvation buffer resulted in a further decline in the CFU, whereas resuspension in the culture filtrate had no effect on the CFU count. Clearly, cell lysis is necessary to provide nutrients to maintain the oligotrophic growth state of the surviving cells. This also explains why stationary phase cells, when filtered and resuspended into fresh starvation buffer (day 0 samples), displayed a lower membrane potential and a low capacity to express GFP than later time samples (Figs. 3e and 4).

**Fig. 8:**
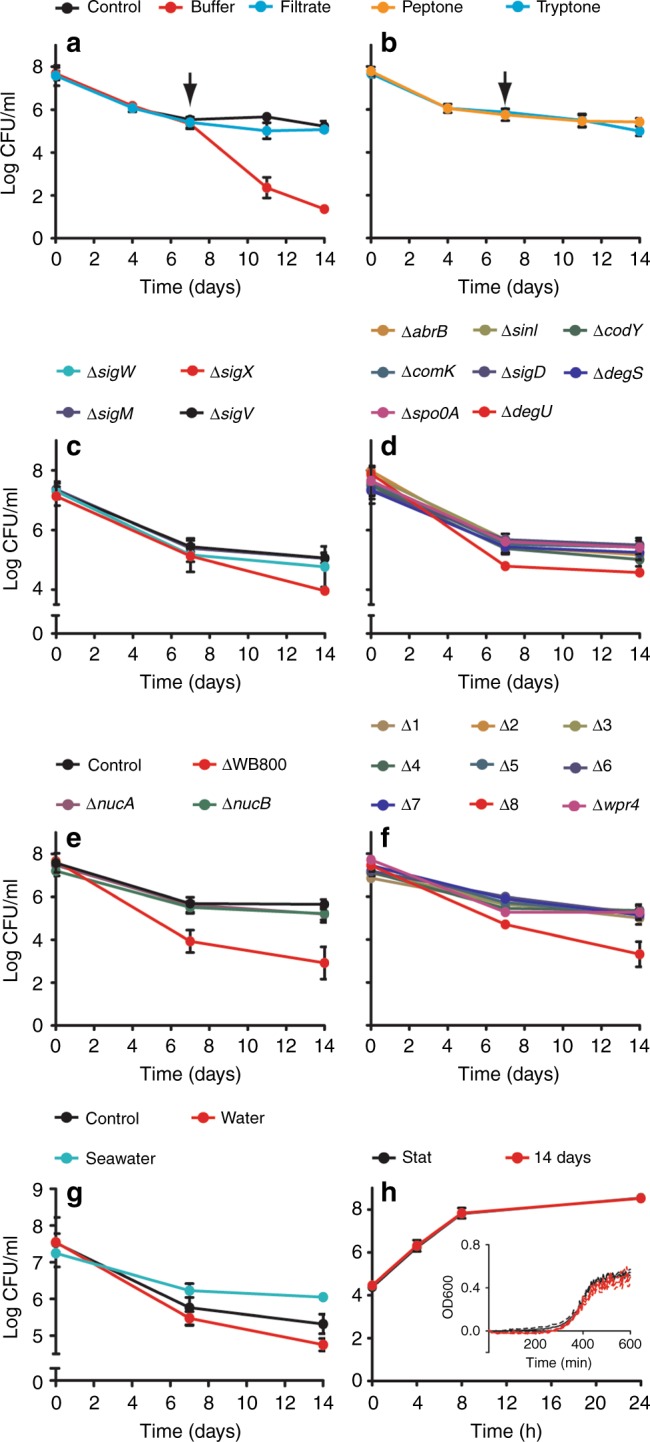
Nutrient and genetic factors, and escape. **a** Importance of nutrients released by lysed cells was determined by filtering *B. subtilis* Δ*spoIIE* cultures (strain DG001) after 7-day starvation followed by resuspension (arrow) in either fresh starvation buffer (buffer) or the cell filtrate (filtrate). **b** Effect of resuspension, after 7-day starvation, in starvation buffer supplemented with 0.5 µg ml^−1^ peptone or tryptone. **c** Survival of different extra-cytoplasmic function (ECF) sigma factor mutants. Only log 4–8 colony-forming units (CFU) ml^−1^ is shown to emphasize differences. **d** Survival of mutants lacking different stationary phase regulators. Only log 4–8 CFU ml^−1^ is shown to emphasize differences. **e** To determine whether proteases are important for survival, a strain lacking all eight secreted proteases, ∆WB800, was tested. The absence of the two extracellular nucleases produced by *B. subtilis* on survivability was also tested (∆*nucA* and ∆*nucB*). **f** Survival of strains carrying cumulative deletions of the eight secreted proteases (*nprB*, *aprE*, *epr*, *bpr*, *nprE*, *mpr*, *vpr*, and *wprA*, respectively). *wprA* was the last deleted gene (∆8) but a single *wprA* deletion (∆*wprA*) shows normal CFU levels. **g** Survival of oligotrophically growing cells in seawater. Cells were incubated for 14 days in starvation buffer, water, or artificial seawater (450 mM NaCl, 10 mM KCl, 9 mM CaCl_2_, 30 mM MgCl_2_, and 30 mM MgSO_4_). Only log 5–9 CFU ml^−1^ is shown to emphasize differences. **h** Escape from the oligotrophic growth state. SMM was inoculated with either stationary phase cells or 14-day-starved cells, and outgrowth was measure by either CFU or optical density (OD) measurements (inset). Graphs represent averages and standard deviations of three independent experiments. The Δ*spoIIE* background strain was used in all experiments

A Bradford assay to quantify protein concentrations indicated that the amount of proteins released from lysed cells reached approximately 120 µg ml^−1^ after 4 days of starvation (Supplementary Figure 8). To confirm that this low concentration of proteins is indeed sufficient to support oligotrophic growth, 7-day-starved cultures were filtered and resuspended in starvation buffer containing low concentrations of either tryptone or peptone. It appeared that even concentrations as low as 0.5 µg ml^−1^ tryptone or peptone were sufficient to maintain the oligotrophic growth state (Fig. 8b).

### Genetic factors

To determine whether the oligotrophic growth state requires specific gene products, several of the upregulated genes in Table 1 were deleted (*acoA, manA*, *mmgB*, *yezD*, and *yisJ*) and tested for survival under deep starvation conditions. However, none of the five tested deletions reduced the viability (Supplementary Figure 9A).

Several of the upregulated genes in Table 1 are controlled by alternative sigma factors^27,28^. We first tested whether one of the sporulation sigma factors (∆*sigE*, -*F*, -*G*, -*H*, and -*K*) was required for survival, but none of the sigma factor deletion mutants showed an effect (Supplementary Figure 9B). Also mutants lacking either the general stress response sigma factor SigB, the heat shock sigma factors SigI, or the sigma factor SigL, which renders cells cold-sensitive, were able to survive for 14 days without problems (Supplementary Figure 9C). Last, we tested the extra-cytoplasmic function (ECF) sigma factors (SigM, -V, -W, and -X) involved in cell envelope stress^29^. As shown in Fig. 8c, the ∆*sigX* mutant showed a continuous decline in viable count, reaching an order of magnitude lower CFU counts after 14 days, suggesting that the oligotrophic cells are exposed to cell wall disturbing factors. To examine whether bacteriophages are responsible for this, we tested a strain lacking all six prophages^30^. However, this strain showed a reduction in CFUs that was comparable to the wild type (Supplementary Figure 9D). A strain lacking the major autolysin LytC, involved in cell separation and cell wall turnover, also had no strong effect on survival (Supplementary Figure 9D). We then examined whether the main stress proteins are necessary for survival and tested strains lacking either the protein quality control protease ClpP, the stringent response regulator RelA, or the DNA recombination/repair proteins RecA and PnpA^31,32^. Only the Δ*relA* mutant showed a slightly lower viability after 7 and 14 days of deep starvation (Supplementary Figure 9D).

Differentiation processes in *B. subtilis* are coordinated by a few key transcription factors. Motility is activated by the sigma factor SigD, genetic competence by the activator ComK, and transcription factors like SinI, CodY, AbrB, DegS, DegU, and Spo0A regulate differentiation processes such as sporulation, degradative enzyme production, and biofilm formation^10,33,34^. However, none of these transcription factors were essential to survive deep starvation, although the absence of DegU caused a reduction in viable count, especially during the first week of starvation (Fig. 8d). The response regulator DegU controls expression of secreted proteases and it is likely that proteases are necessary for the release of nutrients from lysed cells. Indeed, a strain lacking all eight extracellular secreted proteases (strain ∆WB800 lacking *nprB*, *aprE*, *epr*, *bpr*, *nprE*, *mpr*, *vpr*, and *wprA*)^35^ showed a 100-fold decrease in survival (Fig. 8e). To determine whether this was due to the absence of a specific protease, we introduced sequential deletions of the eight protease genes into the *spoIIE* background. As shown in Fig. 8f, only the strain lacking all eight proteases showed a decrease in viable count. *wprA* was the last deleted gene (∆8) but a single *wprA* deletion (∆*wprA*) showed normal CFU levels (Fig. 8f). This demonstrated that a single secreted protease is sufficient for oligotrophic growth. We also tested whether the absence of the extracellular nucleases NucA or NucB made a difference, but this was not the case (Fig. 8e).

### Salt resistance and escape

Oligotrophic environments are ubiquitous and include most lakes and seas, but can also be found in soil^36^. In fact, *B. subtilis* is not only found in soil but can also be isolated from seawater^37^. When we used artificial seawater for deep starvation experiments, the viability increased, and CFU counts became 10× higher, indicating that *B. subtilis* can maintain oligotrophic growth in salty seawater (Fig. 8g).

Finally, we tested how much time it takes for cells to escape the oligotrophic growth state and resume normal growth. To this end, samples from 14-day-starved cultures were inoculated in fresh SMM medium. For comparison, normal stationary phase cells were used that were grown overnight in SMM medium. The overnight culture was diluted 10^3^ times to obtain comparable viable counts at *t* = 0. Growth was followed by either viable count measurements or optical density in microtiter plates. As shown in Fig. 8h, the 14-day-starved cells resumed growth as efficiently as cells from the overnight culture. Thus, cells in the oligotrophic growth state are capable of rapidly responding to improved nutrients conditions.

## Discussion

A recurring question is whether cells become dormant when exposed to long-term starvation conditions or whether they are still metabolically active. The main reason for this is that an unambiguous assay for (very slow) cell growth has been lacking. One of the longest microscopic observations, 1.5 days monitoring of starved *E. coli* cells in a microfluidic setup, did not detect cell growth^38^. On the other hand, in a long (weeks) starvation experiment using *E. coli*, mutants appeared that could outcompete non-starved cells, suggesting that starved cells were still active^39^. However, it should be noted that in this experiment the starved cells were kept in the same growth medium (lysogeny broth (LB) medium) and were not resuspended in fresh water or buffer lacking any nutrients. Other long-term starvation studies, e.g. with *M. luteus*, *Deinococcus sp*., and *E. coli*, concluded that deep starvation resulted in dormant cells^5,40,41^. Prolonged nutrient starvation can also result in viable-but-non-culturable (VBNC) cells^42–44^. These VBNC cells appear metabolically active when observed with certain fluorescent probes, but they can no longer grow when nutrients are replenished^45^. In our experiments the drop in CFU appears to be caused primarily by cell lysis rather than the appearance of VBNC cells, since the optical density of starved cultures decreased substantially and microscopic observations also showed a strong reduction in cell numbers.

Here we have shown that deep starvation of *B. subtilis* results in actively growing cells, however this growth does not lead to an increase in CFUs. This balance between cell growth and cell lysis has been coined cryptic growth^46^. This phenomenon is presumably widespread in nutrient-depleted cultures but it is difficult to measure, and previously could only be assessed indirectly by testing sensitivity toward antibiotics or the incorporation of radioactive precursors. Our cell division inhibition assay with 3-MBA provides now an unambiguous test for cryptic growth, enabling direct detection of slow growing cells at a population-wide scale.

A fascinating question is how cell growth and cell lysis are balanced during cryptic growth. In *B. subtilis*, the matured endospore escapes the mother cell by programmed cell lysis^47^. In addition, *B. subtilis* cells can display a cannibalism phenotype during stationary phase, releasing killing factors that specifically lyse other *B. subtilis* cells, thereby releasing nutrients into the medium^48^. Whether these mechanisms are involved in cryptic growth-related cell lysis remains to be determined. However, both cell lysing mechanisms are activated by Spo0A, and since a ∆*spo0A* mutant shows the same lysis pattern as wild-type cells, other mechanisms might be active. We can rule out the involvement of bacteriophages, given that a strain devoid of all bacteriophages showed a normal oligotrophic growth pattern (Supplementary Figure 9D). It has been shown that depletion of the proton motive force causes autolysis of *B. subtilis* cells^49^. After 14 days of deep starvation, the membrane potential is almost comparable to that of normally growing cells in many cells. However, there is a large heterogeneity in membrane potential levels (Fig. 3e), and it is possible that cells with low membrane potentials are the ones that are prone to lysis.

The oligotrophic *B. subtilis* cells showed an increased tolerance to chloramphenicol, ampicillin, and oxidative stress. Tolerance to environmental stresses during nutrient deprivation is well-known. For example, starved *E. coli* and *Vibrio* cells have been shown to become tolerant to hydrogen peroxide, heat, and ultraviolet (UV) radiation^50,51^. Starved *S. typhimurium* cells develop tolerance to UV radiation and hydrogen peroxide, as well as tolerance to acids^52^. Tolerance to antibiotics by reduction of the growth rate has been put forward as the main reason for the bacterial persister phenotype^53^. During oligotrophic growth of *B. subtilis* the doubling time is reduced more than 100× compared to normal exponentially growing cells (from ~40 min to ~4 days). This dramatic reduction in growth rate might explain why oligotrophic cells are tolerant to chloramphenicol and ampicillin and cope better with oxidative stress. This property might also explain why mutants with either reduced DNA repair (∆*recA*), cold shock survival (∆*pnpA*), protein refolding (∆*clpP*), or general stress survival (∆*sigB*) capacities did not show a decrease in viability during the 14 days’ starvation.

Whether oligotrophic growth is a carefully regulated differentiation process remains to be seen. Of the transcriptional regulators tested in this study, only the absence of SigX, DegU, and RelA showed an effect on viable counts during starvation. However, the absence of the stringent response regulator RelA, and the two-component response regulator DegU involved in the induction of secreted proteases, had only mild effects on survival. The strongest effect, one order of magnitude reduction in viable count after 14 days, was observed for the Δ*sigX* mutant. The ECF sigma factor SigX induces genes that modify the cell wall, making cells more resistant to heat and certain cell envelope-targeting compounds^54,55^.

Oligotrophic cells have to be thrifty and the turnover of proteins will be slow, as the tolerance against chloramphenicol indicated. In addition, the extreme reduction in growth rate means that for most processes only a limited number of proteins are required to fulfill the necessary tasks. This is for example illustrated by the fact that only a single protease is required to maintain oligotrophic growth (Fig. 8f). Transcription is an intrinsically noisy process^56^ and some leaky expression will occur especially over long time intervals. Therefore, a carefully regulated signal transduction pathway might not be essential in these slowly growing cells, and substrate feedback at the enzyme level might be the predominant measure of regulation during oligotrophic growth.

Some bacteria are obligate oligotrophs whereas others are facultative oligotrophs^57^. *B. subtilis* can now be added to the latter family. We have shown that concentrations as low as 0.5 µg ml^−1^ tryptone or peptone are sufficient to maintain oligotrophic growth. Normally, *B. subtilis* is studied using rich growth media such as LB. LB is composed of 10 mg ml^−1^ tryptone and 5 mg ml^−1^ yeast extract, thus, concentrations that are approximately 10,000 times higher than necessary for oligotrophic growth. Since *B. subtilis* lives in oligotrophic environments such as soil and seawater, the question arises whether growth in rich media like LB is the most natural condition to investigate this organism, and whether oligotrophic growth might not be the most common cellular state of this organism in nature.

It will be interesting to see whether oligotrophic growth is a common survival strategy for bacteria. A large drop in CFU during the first days of deep starvation is observed for most bacteria that are starved for prolonged periods of time, including *S. aureus*, *E. coli*, *M. luteus*, *S. typhimurium*, *B. suis*, and *F. columnare*^2,3,6,58,59^. Consequently, at least the small amount of nutrients necessary to support oligotrophic growth will be available.

Thus far, sporulation has been considered the principal cellular differentiation through which *B. subtilis* survives prolonged periods of nutrient depletion. Here we show that *B. subtilis* can also survive by growing very slowly, a state that makes them resilient to a variety of environmental stresses. The advantage of oligotrophic growth over sporulation is that oligotrophic cells are able to rapidly resume normal growth when nutrient conditions improve (Fig. 8h), whereas spore germination is a time-consuming and extremely heterogenic process, with many spores delaying outgrowth even when conditions are good^16,60^. In conclusion, oligotrophic growth adds another differentiation state to the already rich repertoire of cellular differentiations that *B. subtilis* is capable of.

## Methods

### Maintenance and growth of strains

Nutrient agar (NA) (Oxoid) was used for routine selection and maintenance of both *B. subtilis* and *E. coli* strains. Supplements were added as required: chloramphenicol (cm, 5 and 50 µg ml^−1^), erythromycin (erm, 1 µg ml^−1^), kanamycin (kan, 2 μg ml^−1^), spectinomycin (spec, 50 µg ml^−1^), tetracycline (tet, 10 µg ml^−1^), ampicillin (amp, 100 and 1000 µg ml^−1^), valinomycin (val, 10 and 100 µM), IPTG (1 mM), and paraquat (para, 100 and 1000 µM). For liquid cultures, cells were cultured in either SMM^61^ (15 mM (NH_4_)_2_SO_4_, 80 mM K_2_HPO_4_, 44 mM KH_2_PO_4_, 3 mM tri-sodium citrate, 0.5% glucose, 6 mM MgSO_4_, 0.2 mg ml^−1^ tryptophan, 0.02% casamino acids, and 0.00011% ferric ammonium citrate (NH_4_)_5_Fe(C_6_H_4_O_7_)_2_), LB (10 g l^−1^ tryptone, 5 g l^−1^ peptone, and 10 g l^−1^ NaCl), or Penassay broth.

### Strains

Strains and primers used in this study are listed in Supplementary Table 1 and 2, respectively. Strain construction was achieved through transformation of recipient strain with chromosomal DNA from the appropriate strain, and checked by selecting for the correct resistance. For strain DG034, the erythromycin resistance cassette was removed using plasmid pDR244 according to the protocol provided by the Bacillus Genetic Stock Center. Briefly, pDR244 was transformed into the recipient strain and selected for at 30 °C on spectinomycin. Successful colonies were then streaked onto plain NA plates and incubated at 42 °C overnight. The resultant colonies were then checked for sensitivity to both spectinomycin and erythromycin. The removal of the cassette was confirmed by PCR. All strains containing “clean” gene deletions, no antibiotic resistance marker, were verified by PCR using oligonucleotides listed in Supplementary Table 2. In order to replace the erythromycin resistance cassette in strain PG344, marker-exchange using plasmid pErm::Spec was carried out^62^.

### Deep starvation conditions and spore assay

Bacteria were cultured in SMM at 37 °C with aeration for 48 h. Cells were collected by vacuum filtration using a 47-mm filter membrane with 0.45-µm pores (Thermo Fisher Scientific). This was always performed at 37 °C to prevent temperature shock. Filtered cells were resuspended in starvation buffer (15 mM (NH_4_)_2_SO_4_, 80 mM K_2_HPO_4_, 44 mM KH_2_PO_4_, 50 mM NaCl, and 0.8 mM MgSO_4_) by vortexing. The resuspended cultures were incubated at 37 °C while shaking for 14 days. Periodic sampling was performed to determine viable counts through serial dilutions and plating on NA plates. The *spoIIE* gene was deleted by insertion of an erythromycin resistance marker. This, and the use of the DivIVA-GFP marker in several cases, enabled us to check for possible contaminations during long starvation periods.

Spore numbers were determined by heating samples for 25 min at 80 °C, which will kill normal cells except for spores. A serial dilution on NA plates was used to determine spore counts.

### Microscopy-based methods

Microscopic experiments were performed using a Nikon Eclipse Ti (Nikon Plan Fluor ×100/1.30 Oil Ph3 DLL and Plan Apo ×100/1.40 Oil Ph3 objectives) microscope. Images were acquired using Metamorph 6 (Molecular Devices, Inc) and analyzed with ImageJ (National Institutes of Health). For visualization, 0.3 µl samples were immobilized on a thin layer of 1.2% agarose and a glass coverslip (VWR) was placed on top.

Cell lengths were determined by staining cell membranes with 0.4 µg ml^−1^ FM5-95 (Molecular Probes), followed by length measurements using ImageJ. To determine changes in cell length, samples were treated with 10 µM of the FtsZ inhibitor 3-MBA for 48 h at 37 °C. Images were acquired at the beginning of incubation and after 48 h.

GFP levels were determined using a GFP-filter set and quantification using ImageJ. On days 0, 7, and 14 of starvation strain DG017 (*amyE::spec Phyperspank-sfGFP*) was incubated with and without 1 mM IPTG for 4 h at 37 °C, after which cells were observed with fluorescence light microscopy.

Membrane potential determination was achieved using the voltage-sensitive dye DiSC_3_(5), which accumulates in polarized cells^20^. Cellular membrane potential levels were assessed for starved cells by incubating cells with 2 µM DiSC_3_(5) for 5 min at 37 °C, followed by microscopy using Cy5-filter sets. As a control, the DiSC_3_(5)-fluorescence levels were measured for exponentially growing cells, and cells depolarized with 10 µg ml^−1^ gramicidin ABC^20^.

To determine nascent peptide synthesis, samples were treated with 1 mM of the amino-acid analog L-HPG (Jena Bioscience) for 18 h at 37 °C. The samples were washed with 1× phosphate-buffered saline and subsequently permeabilized using sequential resuspension in 50 and 100% ethanol. The L-HPG incorporated in the nascent peptides was clicked to the azide group in AF594-azide (Jena Bioscience) using click chemistry^21^, using THPTA-based CuAAC Cell Reaction Buffer Kit (Jena Bioscience). Cells from microscopy images were auto-selected and quantified using Coli-Inspector^63^. Statistical analysis between HPG+ and other control samples was performed using unpaired *t*-test in GraphPad Prism.

To visualize peptidoglycan synthesis, fluorescently labeled d‐amino acid NADA was used^22^. Efficient peptidoglycan labeling of *B. subtilis* cells requires a strain lacking the d,d‐carboxypeptidase encoded by *dacA*^22^. ∆*dacA* (strain DacAKS15) cultures were set up in accordance with the starvation protocol. After 7 and 14 days of starvation, 400 µl samples were taken and incubated with and without 5 µM NADA for 48 h at 37 °C. From these subcultures 100 µl samples were taken after 1 and >24 h. The cells underwent a centrifugation wash, to remove excess NADA, and resuspended in starvation buffer, after which cells were observed with fluorescence light microscopy.

### RNA-sequencing

*B. subtilis* (Δ*spoIIE*) cultures were set up in accordance with the starvation assay. In order to obtain sufficient cell material, 1 l culture volumes were used. Cells were collected by filtering through 90-mm polyethersulfone membrane filters (0.22-µm pores (Millipore)) at 37 °C. For comparison, stationary phase and exponential phase cells were collected. For stationary growth phase samples, 1 l Δ*spoIIE* cultures were grown overnight (16–18 h) at 37 °C under continuous shaking. For the exponential growth phase samples, 1 l Δ*spoIIE* cultures were grown to an OD_600_ of ~0.2 at 37 °C under continuous shaking. Also the stationary phase and exponential growing cells were collected by filtration. After harvesting cells were flash-frozen in liquid nitrogen, and stored at −80 °C.

To isolate RNA, the frozen pellets were grounded by using a mortar and pestle before immersion in QIAzol Lysis Reagent (Qiagen). RNA was isolated and purified using the RNeasy kit (Qiagen), including an on-column treatment with the RNase-free DNase set (Qiagen). The concentration was measured on a NanoDrop ND-2000 (Thermo Scientific) and RNA integrity was examined using the 2200 TapeStation System with Agilent RNA ScreenTapes (Agilent Technologies). ERCCs spike-in mix 1 (Thermo Fisher Scientific) were added to each RNA sample and a ribosomal RNA depletion was performed using the Ribo-Zero rRNA Removal Kit (Gram-Positive Bacteria) (Illumnia). Barcoded RNA libraries were generated according to the manufacturers’ protocols using the Ion Total RNA-Seq Kit v2 and the Ion Xpress RNA-Seq barcoding kit (Thermo Fisher Scientific). The size distribution and yield of the barcoded libraries were assessed using the 2200 TapeStation System with Agilent D1000 ScreenTapes (Agilent Technologies). Sequencing was performed on the Ion Proton system using the Ion PI Chips (Thermo Fisher Scientific) according to the manufacturers’ protocols.

The quality of the sequencing data was assessed using FASTQC^64^ and an in-house pipeline. The reference genome and annotation were downloaded from the NCBI (NC_000964.3), and the sequence reads were mapped onto the genome^65^. The gene expression levels were quantified using HTseq. The data were normalized and analyzed for differential expression using DESeq2^66^. Gene expression data have been deposited at the public repository Gene Expression Omnibus, accession number GSE102140. Variance stabilized normalized data were subjected to principal component analysis and cluster analysis, using R statistical software.

### Protein concentration

Protein concentration of the starvation medium was determined using a Bradford assay (Bio-Rad) according to the manufacturers’ instructions. Samples from starvation cultures were taken through the incubation period, cells were removed by centrifugation (5 min at 8000 rpm, ~14,000 × *g*) and the supernatant used for the Bradford assay.

### Outgrowth experiment

Both stationary phase cells and 14-day-old cells (∆*spoIIE*) were used to inoculate SMM (1:10 diluted). Stationary phase cells were first diluted 1000-fold in order to have approximately the same starting cell count as 14-day-starved cells. Cultures were incubated at 37 °C with aeration. The CFU was determined by taking periodic samples and serial dilution on NA plates. The OD_600_ was determined using a microtitre plate reader (BMG FLUOstar OPTIMA).

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Gene expression data have been deposited in the public repository Gene Expression Omnibus, accession number GSE102140. Other data supporting the findings of this study are included in the paper and its Supplementary Information files, or available from the corresponding author upon request.

# Supplementary material for: Extreme slow growth as alternative strategy to survive deep starvation in bacteria
**Source:** Nat Commun. 2019 Feb 21;10:890. doi: 10.1038/s41467-019-08719-8
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Cellular fluorescence levels of microscopic images were determined using either ImageJ or Coli-Inspector. The quality of RNAseq data was assessed using FASTQC64 and an in-house pipeline. This is also described in the Method section in the manuscript.

Data analysis

RNAseq based gene expression levels were quantified using HTseq. The data was normalized and analyzed for differential expression using DESeq2. This is also described in the Method section in the manuscript.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The authors declare that all data supporting the findings of this study are included in the paper and its Supplementary Information files. Data available from the author upon reasonable request. Gene expression data have been deposited at the public repository Gene Expression Omnibus, accession number GSE102140.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences    ☐ Behavioural & social sciences    ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | All experiments were based on 3 independent biological replicates. In case individual cell characteristics were determined, a minimum of 100 cells were used, which gives significant results. |
| Data exclusions | No data was excluded from the analysis.                                                                                                                                                        |
| Replication     | All experiments were based on at least 3 independent biological replicates.                                                                                                                    |
| Randomization   | This is not relevant to our study.                                                                                                                                                             |
| Blinding        | Blinding was not relevant to this study. All data was based on 3 independent biological replicates.                                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                |
|-------------------------------------|------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data               |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

How the deposited data were processed for this re-analysis (not part of the article)

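RNA from 7 cultures of the Δ*spoIIE* strain was sequenced by the authors on the Ion Proton system after depletion of ribosomal RNA. There were 3 cultures starved for 14 days, 2 in stationary phase and 2 in exponential phase, and each sample is 1 culture. The authors mapped the reads to the *B. subtilis* genome and counted them on annotated genes with HTSeq, and the deposited values are these read counts per gene, without normalization. The paper normalized its counts with DESeq2, a step that the files do not include. Each culture has counts for the same 4243 genes. Conditions, replicate numbers and the division into 2 experiments were taken from the sample labels and the methods.

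Total counts on genes ran from 4009842 to 16785702 per culture. The smallest abundance that a culture could show, taken as 3 counts, was 0.985 and 0.625 normalized CPM in stationary phase replicates 1 and 2, 0.239 and 0.294 in exponential replicates 1 and 2, and 0.430, 0.186 and 0.154 in 14-day-starved replicates 1, 2 and 3. These floors cover counting error only.

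The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Genes were filtered with filterByExpr at its default settings, which kept 3944 genes and left out 299. Libraries were normalized with TMM, dispersions were estimated over all 7 cultures, and the 14-day-starved cultures were compared to each other condition with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, not robust, no covariate). A gene was called when its fold change was at least 2 and its Benjamini-Hochberg adjusted p was under 0.05. The paper gives the same fold change and p-values lower than 0.05, and its text does not name an adjustment. Standard errors of log2 fold changes were derived from the fold change and the F statistic. Normalized CPM are counts scaled to 1000000 reads with the TMM library sizes, and SDs are between cultures.

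Principal components and the share of squared distance between conditions were computed on DESeq2's variance stabilized values (blind to the conditions) of the genes past the filter. That share was tested with an exact permutation test over the 105 partitions of 7 cultures into groups of 3, 2 and 2. Groups of 3 and 2 cultures are too small for a test of single outlying cultures.

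Genes chosen to be named are those the paper names for its RNA sequencing, the disrupted gene *spoIIE*, and, of the genes called in both comparisons outside Table 1, the 5 upregulated and 5 downregulated with the largest smaller of their 2 absolute log2 fold changes, provided that every 14-day-starved culture lay outside the range of the others. A choice of 12 regulator and protease genes that the paper deleted is named in the closing section. These choices, the tests and most alternatives were fixed before the data were examined, and the alternatives added later are named as such. A few other genes are named outside this choice, picked once results were seen: the *srfA* genes, further genes of operons in Table 1 and the genes at the ends of runs of neighbouring genes.

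The alternatives were DESeq2 with unshrunken and with shrunken fold changes, unadjusted p-values, median-ratio size factors and total counts in place of TMM, no filter on low counts, at least 10 counts in every culture, the experiment or the replicate number as a block, a model of only the 2 groups compared, only cultures of the same experiment, a test against a fold change of 2, and each culture left out in turn. For the principal components they were log2 CPM, the 500 genes with the largest variance, no filter, removal of the difference between the experiments, and scaling of each gene. For some DESeq2 fits the program replaced its parametric dispersion trend with a local one.

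The procedure was tested on simulated counts with the depths and dispersions of these cultures, in which 200 genes changed 4-fold or 16-fold. Estimated fold changes were centred on the simulated ones and no changed gene was called in the wrong direction. Apart from these 200 genes, which rose or fell at random, all simulated cultures shared one mean profile. The simulation therefore lacked the unequal make-up of the real libraries and cannot test the normalization under it. About equal numbers of the genes changed 4-fold were found and missed by edgeR, while nearly all those changed 16-fold were found. A first criterion for the recovery of genes changed 4-fold was not met, and the criterion was replaced and the 16-fold change added after that was seen. DESeq2 found more of the genes changed 4-fold than edgeR did, with a larger share of false calls.

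The count files list no ERCC spike-ins, ribosomal RNA or transfer RNA, so scaling to spike-ins was not possible. No genome or gene coordinates were used here, so gene length and GC content were not tested. Viable counts, microscopy and the other experiments of the paper were not analysed here.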

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

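The tests on correlations between cultures and on ratios of log2 values were chosen only after the numbers of called genes had been seen. The experiment as a block was a fixed alternative, and its use as a test of these genes, which it cannot decide, came only after its number had been seen. Genes outside the paper's Table 1, by their names in the count files, were called in both comparisons, 538 upregulated and 437 downregulated, in all 975.

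A difference in depth was tested by thinning every library to the smallest total, which gave 922 called genes outside Table 1. Without the 20 genes with the most counts there were 955, and with at least 10 counts required in every culture there were 785. With the experiment as a block 806 were called. In none of these did the number change by more than 1.5 times. Scaling to total counts in place of TMM raised the number to 1450, of which 1280 were upregulated and 170 downregulated. The number of called genes therefore did not fall with the normalization, but its split between up- and downregulation depends on it. A mislabelled culture was tested through correlations across genes, which were at least 0.922 within a condition and at most 0.863 between conditions.

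Residual genomic DNA in the 14-day-starved libraries remains a candidate explanation only for upregulated genes with few reads. Reads from DNA would fall on every gene, and on average 502 genes lay under 1 normalized CPM in the 14-day-starved libraries. The largest number among these was 528, and the smallest among the other libraries was 619. Genes with almost no reads limit how much DNA there can be. In the 14-day-starved cultures *tasA* had 0.257 to 0.310 normalized CPM, where *rbsA* had 1394 to 2092. With at least 10 counts required in every culture, 407 genes outside Table 1 were called upregulated. For genes with few reads, low transcription would give the same pattern. Gene length, GC content, reads shared between paralogs and reads from other organisms were not tested. A biological explanation, a change of transcription during 14 days of starvation, remains a hypothesis for these genes. The use of ratios of log2 values, under which far fewer genes pass a 2-fold threshold, differed from the paper's Table 1 by a median of 1.90% against exponential cells and is described under the other observations.

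Among the upregulated genes outside Table 1, the largest changes in both comparisons were in *yteP*, *yteS*, *yteR*, *ytcQ* and *rbsA*. Against exponential cells their log2 fold changes were 8.39, 8.76, 8.09, 7.45 and 8.46, and against stationary phase cells 12.66, 8.29, 8.31, 7.33 and 7.00. The counts of *yteP* were 48, 2099 and 1832 in 14-day-starved replicates 1, 2 and 3, and 0 in both stationary phase cultures, so its change against stationary phase rests on the floor of the test. Replicate 1, the 14-day-starved culture of experiment 1, was the lowest of the 14-day-starved cultures for all 5 genes, in normalized CPM, and also for Table 1 genes such as *abnA*, *araB* and *ganB*. With a single 14-day-starved culture in experiment 1, a difference between experiments cannot be told apart from one between cultures. By its identifier in the files, *rbsA* lies between the Table 1 genes *rbsD* and *rbsC*.

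Among the downregulated genes outside Table 1, the largest changes were in *comGB*, *katA*, *bioF*, *thiW* and *ilvC*. Against exponential cells their log2 fold changes were −5.87, −5.72, −5.73, −5.72 and −5.40, and against stationary phase cells −6.10, −6.46, −5.63, −5.52 and −5.44. In each of these 10 genes every 14-day-starved culture lay outside the range of the 4 other cultures, which was a condition of their choice. None of the 10 changed direction under any alternative tried.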

How the results depend on the processing

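The number of upregulated genes against exponential cells stayed between 793 and 1142, and that of downregulated genes between 675 and 1063, in all alternatives but total counts, the test against a fold change of 2 for upregulation, and ratios of log2 values. Scaled to total counts, 1878 genes were up- and 508 downregulated against exponential cells, 1857 and 336 against stationary phase cells, and 1305 and 190 in both comparisons. This follows the TMM factors, which were above 1.4 for the 14-day-starved cultures and below 0.8 for the others. The test against a fold change of 2 gave 695 upregulated genes against exponential cells, 584 up- and 442 downregulated against stationary phase cells, and 313 and 251 in both. Ratios of the mean log2(count + 0.5), chosen after the data were examined, gave 157 and 66, 144 and 41, and 46 and 23 genes. With log2(count + 1), chosen at the same time, these were 159 and 64, 139 and 40, and 45 and 21. The cause of these last differences is taken up under the other observations. With at least 10 counts required in every culture, 3035 genes were tested and 6 genes of Table 1 were called in both comparisons. The cause is the filter, which removed 43 of the named genes. In the other alternatives between 39 and 45 genes of Table 1 were called in both comparisons. In every alternative that made calls, 0 of the 5 cell division genes were called downregulated, also with unadjusted p-values. With so few cultures this does not exclude a fall in single genes.

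The first principal component held 64.0% of the variance with the 500 most variable genes, 54.5% without the filter and 45.9% with scaled genes. The second held 27.5% with log2 CPM, 24.8% with the 500 most variable genes, 34.5% with the difference between experiments removed and 30.6% with scaled genes. The share of genes with their highest mean after 14 days was 38.8% with log2 CPM, 49.6% with the 500 most variable genes and 38.3% without the filter. The separation of the conditions was 76.1% with scaled genes and 82.6% without the filter. Across the 3 fits that each left out one 14-day-starved culture, it lay between 86.7% and 89.5%, and its exact permutation p was 0.0667, the smallest that 15 partitions allow, so the design limits this p. The first component lay between 52.8% and 56.0%, the second between 32.8% and 34.1%, and the share of genes highest after 14 days between 36.7% and 38.2%. Apart from that limit, the cause was not tested.

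Of 2848 log2 fold changes of named genes under the alternatives, 2692 kept their direction and their side of the threshold, 52 were no longer past it, 14 newly were, 56 without a test moved by more than the spread between replicates, and 34 reversed. None of the genes that reversed belongs to Table 1. Against stationary phase cells, *wprA* had −0.10 with DESeq2, −0.11 with shrunken fold changes (both whether or not p was adjusted), −0.10 with size factors and with only the 2 groups, −0.0809 without the filter and −0.21 with the replicate number as a block. With total counts *ftsZ* had 0.48 and 0.46 against exponential and stationary phase cells, *pbpB* 0.84 against exponential cells, and *degU* 0.29, *relA* 0.0170 and *nprB* 0.29 against stationary phase cells. Without the filter *ftsA* had −0.0114 against exponential cells. With the experiment as a block *ftsA* had −0.20 and *degU* −0.12 against exponential cells, and *ftsZ* 0.0700 and *nprB* 0.00927 against stationary phase cells. With DESeq2 and that block *ftsA* had −0.21 and *degU* −0.13 against exponential cells, and *sigB* −0.0904 against stationary phase cells. With only cultures of the same experiment these were −0.20, −0.12 and −0.10. With one culture left out in turn, *ftsA* ranged from −0.20 to 0.23 and *degU* from −0.11 to 0.52 against exponential cells. Against stationary phase cells *wprA* ranged from −1.22 to 0.46, *epr* from −0.49 to 0.86, *sigB* from −0.29 to 0.45 and *divIVA* from −0.0455 to 0.53. The cause of these reversals was not tested.

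Scaling to ERCC spike-ins and leaving out ribosomal and transfer RNA genes were not run, since the count files list no such genes. Within experiment 1 fold changes were computed without a test. Where a filter or a left-out culture removed a named gene, it has no value for that alternative. With 2 or 3 cultures per condition and 3 counts as the floor, genes with few reads, such as *mmgB*, *ydfQ*, *ydzR*, *yckD* and *ywpE*, have fold changes that the depth limits.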

Differences from the paper's values

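The number of genes upregulated against exponential cells was 1047. The paper states its number in words in the text, and in Fig. 5c it is about 170, read by eye and rounded to 2 significant digits. Upregulated against stationary phase cells were 979 genes, and the paper's number is 145. In both comparisons 563 genes were upregulated, against the paper's 30. Downregulated against exponential cells were 989 genes, where the paper gives about 86 in Fig. 5c, read by eye. For stationary phase cells as the reference, 753 genes were downregulated, and the paper gives about 48 in Fig. 5c, read by eye. In both comparisons the number was 457, against the paper's about 21 in Fig. 5c, read by eye. It is not clear whether the paper's numbers for a single comparison include the genes shared by both comparisons. They are read here as including them. None of the alternatives set before the data were examined brought any of the 6 numbers found here within 1.5 times the paper's.

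Alternatives chosen after seeing the values did. When the fold change was taken as the ratio of the mean log2(count + 0.5) of the 2 conditions, with DESeq2's adjusted p, 157 and 144 genes were upregulated against exponential and stationary phase cells and 46 in both. Downregulated were 66 and 41 genes, and 23 in both. With log2(count + 1), chosen after seeing the values too, the numbers were 159, 139 and 45 upregulated and 64, 40 and 21 downregulated. All of these but the 46 upregulated in both comparisons lie within 1.5 times the paper's numbers, if those include the shared genes. Of 20 settings compared after the values were seen, others that reached some of the 6 numbers were ratios of log2 means fitted by DESeq2 with a p-value, and ratios of rlog, variance stabilized or log2 values without one. Fitted log2 means with shrinkage and all groups gave 166, 148 and 53 upregulated and 65, 50 and 17 downregulated genes (against exponential cells, against stationary phase cells and in both). With shrinkage and only the 2 groups compared they gave 132, 135 and 39 upregulated and 67, 53 and 16 downregulated genes, and with unadjusted p-values 141, 163 and 47, and 71, 70 and 17. Without shrinkage the numbers were 181, 145 and 58, and 69, 64 and 18 with all groups. With only the 2 groups they were 148, 148 and 49, and 63, 60 and 18, and with unadjusted p-values 155, 171 and 56, and 67, 68 and 18. Ratios of rlog values blind to the conditions gave 108, 104 and 30 upregulated and 67, 49 and 22 downregulated genes, and rlog values not blind to them gave 196, 185 and 63, and 94, 66 and 37. Without a p-value, log2(count + 1) reached the paper's numbers only for downregulation, with 121 genes against exponential and 71 against stationary phase cells. Variance stabilized values blind to the conditions did so for upregulation against exponential cells, with 241 genes, and log2 CPM of total counts for downregulation against exponential cells, with 121.

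The fold changes of the paper's Table 1 are printed there with a minus sign for downregulation, and the same form is used here for fold changes on the linear scale. They differed from those of the edgeR test for 46 of the 46 genes tested against exponential cells and for 45 of 46 against stationary phase cells. Where no read was counted in a condition, the fold change rests on the floor of the test. Against stationary phase this holds for *acoA*, *mmgB*, *ydfQ*, *ydzR* and *yezD*, for which DESeq2 gave 1883, 21.6, 12.6, 14.0 and 20.9. Against exponential cells it holds for *yckD*, for which DESeq2 gave 19.3. For the arabinose genes, the fold changes against exponential cells were 132 for *abnA* against the paper's 3.1, 46.5 for *araB* against the paper's 2.3 and 47.9 for *araD* against the paper's 2.6. Those against stationary phase cells were 110.0 for *abnA* against the paper's 2.6, 48.0 for *araB* against the paper's 2.2 and 29.5 for *araD* against the paper's 2. For the arabinose operon's later genes and the transporter gene, the fold changes against exponential cells were 37.8 for *araL* against the paper's 2.4, 41.8 for *araN* against the paper's 2.1, 94.0 for *araP* against the paper's 3.6, 65.3 for *araQ* against the paper's 3.6 and 19.1 for *araE* against the paper's 2.1. Compared to stationary phase cells, they were 34.9 for *araL* against the paper's 2.2, 58.7 for *araN* against the paper's 2.3, 31.2 for *araP* against the paper's 2.1, 40.9 for *araQ* against the paper's 2.5 and 18.7 for *araE* against the paper's 2. For the acetoin and ribose genes, the fold changes against exponential cells were 509 for *acoA* against the paper's 8.5, 308 for *acoB* against the paper's 4.8, 47.8 for *acoC* against the paper's 2, 607 for *rbsC* against the paper's 3.5 and 154 for *rbsD* against the paper's 3.1. Those against stationary phase cells were 8099 for *acoA* against the paper's 12.7, 211 for *acoB* against the paper's 3.4, 77.1 for *acoC* against the paper's 2.3, 130.0 for *rbsC* against the paper's 2.1 and 67.1 for *rbsD* against the paper's 2.3. For the genes for other nutrients, the fold changes against exponential cells were 17.0 for *exuT* against the paper's 2.1, 85.6 for *ganB* against the paper's 2.9, 60.5 for *hutH* against the paper's 2.4, 8.43 for *manA* against the paper's 2.7, 35.3 for *uxaC* against the paper's 2.5 and 17.0 for *uxuA* against the paper's 2. Compared to stationary phase cells, they were 53.8 for *exuT* against the paper's 3.1, 148 for *ganB* against the paper's 3.4, 51.9 for *hutH* against the paper's 2.2, 8.94 for *manA* against the paper's 2.2, 68.3 for *uxaC* against the paper's 3 and 22.2 for *uxuA* against the paper's 2.1. For the remaining upregulated genes, the fold changes against exponential cells were 24.2 for *czcD* against the paper's 2.6, 20.3 for *mmgB* against the paper's 32.5, 16.7 for *sigV* against the paper's 2.8, 3.52 for *ydfQ* against the paper's 2.2, 7.48 for *ydzR* against the paper's 4.3 and 7.75 for *yezD* against the paper's 3.4. Those against stationary phase cells were 47.0 for *czcD* against the paper's 2.7, 94.4 for *mmgB* against the paper's 4.4, 33.6 for *sigV* against the paper's 3.6, 55.4 for *ydfQ* against the paper's 3.5, 62.5 for *ydzR* against the paper's 3.6 and 92.8 for *yezD* against the paper's 4.1.

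Downregulated genes differed likewise. For the genes that the paper gives for biofilm formation, the fold changes against exponential cells were −60.9 for *bioI* against the paper's −2.3, −71.9 for *epsD* against the paper's −4.6, −58.4 for *epsI* against the paper's −8.1, −59.2 for *epsJ* against the paper's −4.6 and −104 for *tasA* against the paper's −5.1. Those against stationary phase cells were −28.9 for *bioI* against the paper's −2.1, −9.01 for *epsD* against the paper's −2.8, −11.7 for *epsI* against the paper's −4.5, −11.3 for *epsJ* against the paper's −3.1 and −8.23 for *tasA* against the paper's −2.7. For the competence genes, the fold changes against exponential cells were −26.6 for *comC* against the paper's −2.4, −64.0 for *comGC* against the paper's −3.1, −80.9 for *comGD* against the paper's −3.3, −78.1 for *comGE* against the paper's −2.8, −82.0 for *comGF* against the paper's −3.1 and −94.3 for *comGG* against the paper's −3.4. Compared to stationary phase cells, they were −75.8 for *comC* against the paper's −3, −114 for *comGC* against the paper's −3.5, −90.3 for *comGD* against the paper's −3.5, −76.6 for *comGE* against the paper's −2.9, −44.4 for *comGF* against the paper's −3 and −11.5 for *comGG* against the paper's −2.4. For the genes for cofactors, the fold changes against exponential cells were −85.6 for *nadA* against the paper's −2.1, −93.0 for *nadC* against the paper's −2.4, −39.9 for *thiS* against the paper's −3.5 and −76.8 for *thiU* against the paper's −2.2. Those against stationary phase cells were −56.8 for *nadA* against the paper's −2, −62.5 for *nadC* against the paper's −2.3, −55.7 for *thiS* against the paper's −3.5 and −51.5 for *thiU* against the paper's −2.2. For the remaining downregulated genes, the fold changes against exponential cells were −66.6 for *coxA* against the paper's −2.7, −24.3 for *rtpA* against the paper's −4.2, −17.8 for *ywcJ* against the paper's −2 and −12.2 for *ywpE* against the paper's −23.6. Compared to stationary phase cells, they were −16.2 for *coxA* against the paper's −2.1, −5.97 for *rtpA* against the paper's −2.6 and −32.2 for *ywcJ* against the paper's −2.3. The gene *epsL* had −43.6 against exponential cells, where the paper prints 8.4 without a minus sign, and −12.7 against stationary phase cells, where the paper's value is −5. The gene *yckD* had 27.9 against exponential cells and −4.65 against stationary phase cells, where the paper's values are −3.9 and −2.4.

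Few of these values came within the paper's under the alternatives set before the data were examined. Against exponential cells, *mmgB* did with DESeq2 (25.0, whether or not p was adjusted), total counts (37.0), the experiment as a block (22.0 with edgeR and 27.5 with DESeq2), only cultures of the same experiment (23.3) and 14-day-starved replicate 1 left out (22.3), against the paper's 32.5. With DESeq2's shrunken fold changes, with adjusted or unadjusted p, *ydfQ* had 3.24 against the paper's 2.2 and *ydzR* 6.13 against the paper's 4.3. With the replicate number as a block *ydzR* had 5.89. With exponential replicate 1 left out, *ydfQ* had 3.15, and *ywpE* had −16.3 against the paper's −23.6. Against stationary phase cells, total counts brought *epsI* (−6.22), *epsL* (−6.81), *rtpA* (−3.22), *tasA* (−4.42) and *yckD* (−2.47) within the paper's −4.5, −5, −2.6, −2.7 and −2.4. With stationary phase replicate 1 left out *manA* had 4.92 against the paper's 2.2, and with replicate 2 left out *tasA* had −4.85. No other value of Table 1 that differed came within the paper's under these alternatives.

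Ratios of the mean log2(count + 0.5), an alternative chosen after seeing the values, came within the paper's for 41 of 44 genes against exponential cells and for 38 of 41 against stationary phase cells. With log2(count + 1), also chosen after seeing the values, this held for 42 of 45 and for 40 of 41 genes. The ratio could not be formed for the remaining genes. The exceptions against exponential cells were *ydzR* (7.64 with 0.5 added), *mmgB* (8.81 with 1 added), *epsL* and *ywpE*. In the other comparison they were *manA* (7.80) and *sigV* (10.8) with 0.5 added, and *ywpE*. The replicate SD that sets this tolerance was wide for some genes, such as 1.8 for *abnA* and 2.1 for *thiS* against exponential cells. These numbers of genes are therefore a weak test of how the paper's values were formed.

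In direction, the table lists *yckD* as downregulated in both comparisons, while its log2 fold change was 4.80 against exponential cells, where no read was counted in exponential phase. It lists *epsL* among the downregulated genes with a positive value against exponential cells, and the log2 fold change of *epsL* was −5.45.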

Other observations

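The test of ratios of log2 values was chosen only after the fold changes of Table 1 had been compared with those computed here, and the tests on neighbouring genes and on sets of genes were chosen before their results were seen.

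A candidate explanation for the differences from Table 1 is that its fold changes are ratios of mean log2 values and not of mean counts. Ratios of the mean log2(count + 0.5) of the conditions differed from the table by a median of 1.90% of its fold change against exponential cells and 5.08% against stationary phase cells. Fold changes on the linear scale differed from it by a median of 1742% and 1844%. This was the closest of 20 settings against both conditions, found and tested on the same values, and the paper's text does not describe such a ratio. A 2-fold ratio of log2 values corresponds to a larger fold change in genes with more reads.

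Genes that changed together lay next to each other. Over 10 neighbouring genes, in the order of their identifiers, the largest absolute mean log2 fold change was 6.64 against exponential cells and 6.33 against stationary phase cells. The largest in 1000 random gene orders was 4.87 and 4.12, so the share of random orders was 0.000999 in both comparisons, the smallest they can give. Both upregulated runs reached from *opuD* to *ytcP*. The downregulated run against exponential cells reached from *tasA* to *comGA*, with a mean of −5.92, and that against stationary phase cells from *pyrP* to *cysH*, with a mean of −4.35. Genes of one operon share transcripts, and no other explanation was tested.

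Sets of genes chosen by their names were compared with 10000 random lists of genes of like expression. The median log2 fold change of 55 ribosomal protein genes was −1.97 against exponential cells, at percentile 0.01 of the random lists, and −0.96 against stationary phase cells, at percentile 2.19. With total counts these medians were −0.999 and −0.0544, so the direction held and the second was close to 0. For 17 tRNA synthetase genes the medians were −2.76 and −1.73, at percentiles 0.01 and 0.06, and −1.75 and −0.80 with total counts. For 40 flagellum and chemotaxis genes the medians were −2.59, at percentile 0, and −0.20, at percentile 20.83, the second within the random lists, and with total counts the first was −1.60 and the second turned to 0.71. Total counts raised the medians of every set given here, so this change of sign is not particular to the flagellum and chemotaxis genes. For 10 tested genes of fatty acid beta-oxidation and the methylcitrate cycle the medians were 3.91 and 3.22, both at percentile 100, and 4.84 and 4.14 with total counts. For 43 tested sporulation genes they were 0.35 and 0.34, at percentiles 47.5 and 33.65, within the random lists, and 1.35 and 1.26 with total counts. Genes of a set are not independent, and these percentiles show only that a random list of like expression rarely reaches such a median. Other technical explanations for the sets were not tested one by one, so no biological explanation is given.

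Of the regulator and protease genes that the paper deleted, 12 were examined here, and these had reads in all conditions. Against exponential and stationary phase cells, the log2 fold changes were 1.42 and 2.72 for *sigX*, 1.38 and 0.16 for *sigB*, 0.33 and −0.90 for *relA*, and 0.33 and −0.63 for *degU*. For the extracellular proteases they were 3.25 and 2.87 for *aprE*, 2.45 and 3.02 for *nprE*, 3.85 and 1.91 for *mpr*, 1.90 and −2.83 for *bpr*, and 1.37 and −1.89 for *vpr*. They were −2.74 and 0.38 for *epr*, −2.53 and 0.00 for *wprA*, and 0.98 and −0.62 for *nprB*. Of these 12 genes, *sigX*, *aprE*, *nprE* and *mpr* were called upregulated in both comparisons. The directions of *wprA*, *epr*, *sigB*, *relA* and *nprB* against stationary phase cells, and of *degU* in both comparisons, reversed under some alternatives.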
